# Integrative Analyses of mRNA Expression Profile Reveal *SOCS2* and *CISH* Play Important Roles in *GHR* Mutation-Induced Excessive Abdominal Fat Deposition in the Sex-Linked Dwarf Chicken

**DOI:** 10.3389/fgene.2020.610605

**Published:** 2021-01-14

**Authors:** Genghua Chen, Jiahui Chen, Jingwen Wu, Xueyi Ren, Limin Li, Shiyi Lu, Tian Cheng, Liangtian Tan, Manqing Liu, Qingbin Luo, Shaodong Liang, Qinghua Nie, Xiquan Zhang, Wen Luo

**Keywords:** sex-linked dwarf chicken, abdominal fat deposition, *SOCS2*, *CISH*, differentially expressed gene

## Abstract

Sex-linked dwarf (SLD) chicken, which is caused by a recessive mutation of the growth hormone receptor (*GHR*), has been widely used in the Chinese broiler industry. However, it has been found that the SLD chicken has more abdominal fat deposition than normal chicken. Excessive fat deposition not only reduced the carcass quality of the broilers but also reduced the immunity of broilers to diseases. To find out the key genes and the precise regulatory pathways that were involved in the *GHR* mutation-induced excessive fat deposition, we used high-fat diet (HFD) and normal diet to feed the SLD chicken and normal chicken and analyzed the differentially expressed genes (DEGs) among the four groups. Results showed that the SLD chicken had more abdominal fat deposition and larger adipocytes size than normal chicken and HFD can promote abdominal fat deposition and induce adipocyte hypertrophy. RNA sequencing results of the livers and abdominal fats from the above chickens revealed that many DEGs between the SLD and normal chickens were enriched in fat metabolic pathways, such as peroxisome proliferator-activated receptor (PPAR) signaling, extracellular matrix (ECM)-receptor pathway, and fatty acid metabolism. Importantly, by constructing and analyzing the *GHR*-downstream regulatory network, we found that suppressor of cytokine signaling 2 (*SOCS2*) and cytokine-inducible SH2-containing protein (*CISH*) may involve in the *GHR* mutation-induced abdominal fat deposition in chicken. The ectopic expression of *SOCS2* and *CISH* in liver-related cell line leghorn strain M chicken hepatoma (LMH) cell and immortalized chicken preadipocytes (ICP) revealed that these two genes can regulate fatty acid metabolism, adipocyte differentiation, and lipid droplet accumulation. Notably, overexpression of *SOCS2* and *CISH* can rescue the hyperactive lipid metabolism and excessive lipid droplet accumulation of primary liver cell and preadipocytes that were isolated from the SLD chicken. This study found some genes and pathways involved in abdominal fat deposition of the SLD chicken and reveals that *SOCS2* and *CISH* are two key genes involved in the *GHR* mutation-induced excessive fat deposition of the SLD chicken.

## Introduction

Broiler consumption accounts for a large part of global meat consumption. Sex-linked dwarf (SLD) chicken is caused by deletion or point mutations of the growth hormone receptor (*GHR*) gene located in the Z chromosome (Tahara et al., 2009). Compared with normal chicken, the SLD chicken has a variety of phenotypic and physiological alteration and has been widely used in broiler breeding due to lower basal metabolism, heat stress resistance, and higher feed conversion rate. Besides, homozygous SLD chicken has smaller muscle fiber diameter and higher intramuscular fat deposition, which plays an essential role in meat quality (Knížetová, 1993; Melesse et al., 2013; Ye et al., 2014; Ferdaus et al., 2016; Luo et al., 2016; Cui et al., 2019). Furthermore, the SLD chicken can be used as an important model organism to study human inherited diseases caused by *GHR* gene mutations. The symptoms of those diseases are similar to the SLD chicken, which has short shape, obesity, high level of serum growth hormone (GH), and low level of serum IGF-1 (Berg et al., 1993).

Excessive abdominal fat deposition is becoming more common in the broiler industry with the increase of growth rate and the popularization of large-scale production. Excessive fat has often been discarded because of processing difficulty and unhealthy diet. Additionally, excessive fat can also reduce feed conversion rate, carcass yield, and reproductive performance (Lagarrigue et al., 2006; Zhang et al., 2017, 2018). Therefore, reducing excessive fat deposition has become an important goal of broiler breeding. It is worth noting that mutation or abnormal expression of *GHR* often results in lipid metabolism disorder. The ablation of *GHR* mRNA, deletion, and mutations in the *GHR* exons are related to human obesity, such as the increase of abdominal fat and subcutaneous fat content (Erman et al., 2011; Glad et al., 2015). Moreover, patients with Laron syndrome caused by the *GHR* mutations have significant trunk obesity and body composition change (Ginsberg et al., 2009). Similar to Laron syndrome phenotype, global *GHR* knockout mice (*GHR*^–/–^) showed GH tolerant, obese, highly sensitive to insulin, enhanced glucose assimilation, and extended longevity (Masternak et al., 2012). The lipolytic/antilipogenic effect of GH is disrupted in *GHR*^–/–^ mice, which is effective in suppressing fat consumption. The whole adipose tissue mass of *GHR*^–/–^ mice was significantly increased compared with littermate negative control (Berryman et al., 2009). Different from the global *GHR*-KO mice, fat tissue specific *GHR*-knockout (FaGHR-KO) mice were larger than the control group. The white fat, brown fat, and adipocyte sizes were all significantly increased in the FaGHR-KO mice (List et al., 2019). Adipocyte specific-knockout mice showed increased sensitivity to dietary obesity and are able to protect the liver from high-fat diet (HFD)-induced liver injury by trapping free fatty acids (Ran et al., 2019). In addition, skeletal muscle specific *GHR*-KO mice increased insulin sensitivity in response to HFD intake, suggesting a link between the GHR signaling pathway in the skeletal muscle, liver, and adipose tissue (Vijayakumar et al., 2011).

The reaction of several downstream signaling pathways of the GH–GHR axis has been studied in case of *GHR* mutations or knockout. A trimolecular complex was formed when GH was bound to GHR, leading to GHR conformation transitions and activated downstream GHR-mediated signaling pathways. *GHR* mutations result in low effective or even abolished interaction of GH and GHR and further suppress secretion of IGF-1 by the GH–GHR–IGF-1 axis (Filopanti et al., 2011; Lin et al., 2018). GH binding to GHR would activate JAK2 and the members of the signal transducer and activator of transcription (STAT), STAT1, STAT3, and STAT5 (Dehkhoda et al., 2018). The mitogen-activated protein kinase (MAPK) pathway and the phosphoinositide-3 kinase (PI3K) and protein kinase B (AKT) pathway are also the downstream pathways of GH–GHR signaling (Rosenfeld et al., 2007; Lin et al., 2018). Targeted disruption of *GHR* eliminated STAT5a and STATb signal transduction (Rosenfeld et al., 2007). STAT5 cannot be activated in *GHR*-KO mice, causing the enhancement of lipogenesis and obesity (Chhabra et al., 2019). In the liver of fasted *GHR*-KO pigs, phosphorylation of STAT5 was significantly decreased, whereas the phosphorylation of glycogen synthase 3 beta, PI3K, and AKT was increased (Hinrichs et al., 2018). It was shown that AKT is an essential regulator of peroxisome proliferator-activated receptor (PPAR) γ (Peng, 2003). AKT can regulate adipogenesis by interacting with the mTOR pathway, and it can also inhibit FOXO members to increase PPARγ expression and promote adipocyte differentiation (Cai et al., 2016; Pan et al., 2017). mTOR is active in two compounds, mTORC1 and mTORC2. In several tissues of *GHR*-KO mice, mTORC1 was inhibited, whereas mTORC2 was elevated to regulate AKT and enhance lipid synthesis (Fang et al., 2018). Though it has been known that the chicken with *GHR* mutation or deletion has more abdominal fat deposition than normal chicken, the internal mechanism of *GHR* mutation-induced excessive fat deposition remains unknown. Therefore, the main purpose of this study was to find out the key genes and the precise regulatory pathways that were involved in the *GHR* mutation-induced excessive fat deposition in the SLD chickens.

## Materials and Methods

### Animal Experimental Procedures

A total of 12 female dwarf type Xinghua chickens (the SLD chicken, with *GHR* gene exon 5 a T/C mutation) were randomly distributed to the HFD group, which was fed a diet consisting of 40% carbohydrate, 25% fat, and 20% protein, and the normal diet group, which was fed a diet consisting of 41% carbohydrate, 5% fat, and 22% protein (*n* = 6 in each group). Those 8-week-old SLD chickens with similar body weight were fed for 2 weeks and weighed before slaughter. In addition, another 12 purebred female Xinghua chickens (normal chicken) were treated in the same way as the SLD chicken. Determination on abdominal fat weight and abdominal fat rate was carried out as described previously (Chen et al., 2019). The tissues of liver and abdominal fat were immediately frozen in liquid nitrogen and stored at −80°C until use. All animal work was approved and performed in accordance with the regulations and guidelines of the Institutional Animal Care and Use Committee of the South China Agricultural University (approval number: SCAU#0017; 21 November 2017).

### H&E Staining and Adipocyte Size Calculation

Abdominal fat was fixed with 4% paraformaldehyde and embedded in paraffin, and 12-μm-thick serial sections were made. Then, sections were performed H&E staining according to standard protocols. Microscopic observation and photograph were taken with Leica DM2500 microscope (Leica, Wetzlar, Germany). At least five visual fields were randomly selected for each section, and at least 20 cells were selected for each visual field. The area and diameter of adipocyte were calculated using Nikon Eclipse Ti microscope and NIS-Elements BR software (Nikon, Tokyo, Japan).

### Plasmid Construction and Small Interfering RNA

Suppressor of cytokine signaling 2 (*SOCS2*) and cytokine-inducible SH2-containing protein (*CISH*) coding sequences were amplified from chicken liver cDNA by PCR using specific primers (Supplementary File 1). The full-length coding regions of chicken *SOCS2* and *CISH* were constructed into pcDNA3.1 vector (Invitrogen). Specific small interfering RNAs of *SOCS2* and *CISH* were obtained from RiboBio, and non-specific siRNA was used as the control.

### Cell Culture and Transfection

Liver-related cell line leghorn strain M chicken hepatoma (LMH) cell and immortalized chicken preadipocytes (ICP) were cultured in high-glucose Dulbecco’s modified Eagle’s medium (Gibco, Carlsbad, CA, United States) with 10% fetal bovine serum and 0.2% penicillin/streptomycin at the condition of 37°C with 5% CO_2_. ICP cells were induced to differentiation by adding 160 μM sodium oleate (Sigma Life Science, St. Louis, MO, United States). Plasmid DNA and siRNA transfection were carried out using the transfection reagent Lipofectamine 3000 (Invitrogen Corporation, Carlsbad, CA, United States) following the manufacturer’s protocol.

### Quantitative Real-Time PCR

RNA from tissues or cells was isolated using RNAiso reagent (Takara, Otsu, Japan). Reverse-transcription reactions were using PrimeScript RT reagent Kit with gDNA Eraser (Takara). The relative mRNA expression levels of genes were determined by using real-time quantitative PCR (qPCR) with SYBR Green. The specific primers are shown in Supplementary File 1. The 2^–ΔΔCt^ method was used to calculate gene expression with β-actin (for liver tissues and LMH cells) or GAPDH (for abdominal fats and ICP cells).

### Gene Expression Profiling

Three livers and abdominal fats from each of the four treatment groups were selected for RNA sequencing. RNA quantity and quality were evaluated on an Agilent 2100 Bioanalyzer (Agilent Technologies, Waldbronn, Germany), and RNA integrity was further examined using agarose gel electrophoresis. High-throughput RNA-seq was performed on the BGISEQ-500 platform (BGI, Wuhan, China). Significance was accepted at adjusted | log2FC| ≥ 0.5, *P* ≤ 0.001. All the sequence data have been deposited in NCBI’s Gene Expression Omnibus (GEO^1^) and are accessible through GEO series accession numbers GSE129840 and GSE128340.

### Oil Red O Staining and Quantification

After 48 h of transfection, Oil Red O staining was carried out in ICP cells. Briefly, cells were washed with PBS for 5 min and then fixed with 4% paraformaldehyde for 10 min. The cells were stained with Oil Red O working solution (Solarbio, Beijing, China). The cells were observed and photographed using a microscope (Leica). The Oil Red O dyes were isolated using isopropanol solution containing 4% Non-idet P-40. Concentration was quantified by Model 680 Microplate Reader (Bio-rad, CA, United States) at 510 nm.

### Bioinformatics Analysis

The Venn diagram was calculated and drawn by a web-based software^2^. Gene ontology (GO) analysis of the enriched genes was performed using the web-based Metascape (a gene annotation and analysis resource^3^ (Zhou et al., 2019). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of differentially expressed genes (DEGs) was carried out for functional analyses^4^ (Kanehisa, 2000; Kanehisa et al., 2017).

### Statistical Analysis

All data are reported as mean ± SEM. The difference between two groups was evaluated using independent sample *t*-test. The differences among multiple groups were evaluated using Duncan’s multiple range test. *P* < 0.05 was considered to be statistically significant. All experiments were carried out at least three times. All statistical analyses were performed using SPSS 18.0 for Windows (SPSS, Inc., Chicago, IL, United States).

## Results

### The SLD Chickens Have More Abdominal Fat Deposition and Larger Adipocytes Size Than Normal Chickens

To investigate the difference of abdominal fat deposition between the SLD and normal chickens and test the effect of HFD on these two kinds of chicken breeds, we fed the SLD chickens and normal chickens with HFD and normal diet. After 2 weeks of feeding, HFD fed SLD chicken (HD), HFD fed normal chicken (HN), normal diet fed SLD chicken (ND), and normal diet fed normal chicken (NN) were weighed and conducted carcass determination. Results showed that the body weight of the SLD chickens was significantly lower than that of normal chickens under the same diet, whereas the body weight of either chicken breeds was not significantly affected by HFD (Figure 1A). However, HFD can significantly increase the abdominal fat weight and abdominal fat rate of chickens, and the abdominal fat weight and abdominal fat rate of the SLD chicken were significantly higher than those of normal chicken under the same diet (Figures 1B,C). Next, we analyzed the adipocytes size between chickens. The HFD can significantly increase the adipocyte size of the SLD chicken and normal chicken (Figures 1D–F). Compared with normal chicken, larger adipocytes area was observed in the SLD chicken in both HFD and normal diet (Figures 1G,H). These results demonstrated that the SLD chickens have more abdominal fat deposition and larger adipocytes size than normal chickens, and that HFD can increase abdominal fat deposition and enlarge adipocytes size in chicken.

**FIGURE 1:**
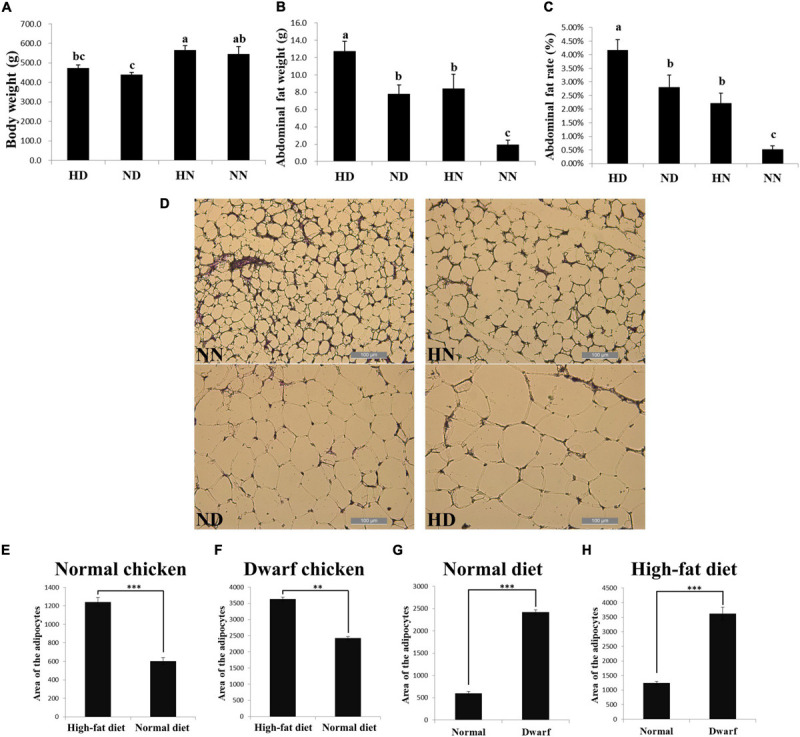
The sex-linked dwarf (SLD) chickens have more abdominal fat deposition and larger adipocytes size than normal chickens. **(A)** Body weight of the SLD chicken fed with high-fat diet (HD) and normal diet (ND) and normal chicken fed with high-fat diet (HN) and normal diet (NN). **(B)** Abdominal fat weight of the HD, ND, HN, and NN chickens. **(C)** Abdominal fat rate of the HD, ND, HN, and NN chickens. **(D)** Micrograph of abdominal fat cross-section from the NN, HN, ND, and HD chickens. Bar: 200 μm. **(E)** Adipocytes area of normal chicken fed with high-fat diet and normal diet. **(F)** Adipocytes area of the SLD chicken fed with high-fat diet and normal diet. **(G)** Adipocytes area from normal chicken and the SLD chicken fed with normal diet. **(H)** Adipocytes area from normal chicken and the SLD chicken fed with high-fat diet. The data are mean ± SEM with at least three samples (*n* ≥ 3/treatment group). The different lowercase letters above columns indicate significant differences among HD, HN, ND, and NN chickens (*P* < 0.05) by Duncan’s multiple range test. Independent sample *t*-test was used to analyze the statistical differences between two groups. ^∗∗^*P* < 0.01; ^∗∗∗^*P* < 0.001.

### DEGs Analyses in the Liver Between the SLD Chicken and Normal Chicken

Considering that the liver is the main organ of lipid metabolism and plays an essential role in the digestion, absorption, synthesis, decomposition, and transportation of lipids, we collected the livers of HD, HN, ND, and NN chickens for RNA sequencing to find DEGs and signal pathways involved in *GHR* mutation-induced difference of lipid metabolism. 

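Liver data of normal chickens were analysed here from the gene tables of the authors, with 3 HN and 3 NN chickens and 1 library per bird. These birds were purebred female Xinghua chickens, and the HFD held 25% fat against 5% fat in the normal diet. Livers of SLD chickens (HD and ND) were not analysed here. The authors sequenced RNA on the BGISEQ-500 platform and deposited FPKM (fragments per kilobase of transcript per M mapped fragments) for each gene and library, so that scaling for library size and transcript length was already included. In all, 298 genes were at 0 in all 12 libraries of liver and abdominal fat. Depth in M (1e6) reads was estimated by setting the FPKM of the birds against the pooled counts and gene lengths in the paper's supplementary tables. The estimate was 17.4 to 17.8 M reads per HN liver (median 17.5) and 17.5 to 18.2 M reads per NN liver (median 17.9). Between 10735 and 11214 genes reached 1 FPKM in the HN livers, and between 11177 and 11272 genes in the NN livers. The 10 most abundant genes took 21.8% to 23.7% of the summed FPKM in HN livers and 22.5% to 25.6% in NN livers.

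HN and NN livers were compared with limma on log2(FPKM + 1), with a trend of the variance on mean expression, two-sided p-values and Benjamini-Hochberg adjustment. The test covered 11278 genes with a mean of at least 1 FPKM over the 6 livers. All log2 fold changes of single genes are HN over NN on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. In simulated livers with 200 changed genes, the test called 36.5% of genes changed by 1 on the log2 scale and 95% of genes changed by 2, with 4 and 9 unchanged genes called. The changed genes were drawn only from genes of higher mean expression, none of them near the smallest tested mean of 1 FPKM. Noise was drawn independently for each gene, so the shares may not hold for all tested genes. No permutation of 3 birds against 3 can give a two-sided p-value below 0.1.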

A total of 1,040 genes were upregulated, and 610 genes were downregulated in ND chicken compared with NN chicken (Figure 2A and Supplementary File 2), whereas a total of 1,255 genes were upregulated, and 1,218 genes were downregulated in HD chicken compared with HN chicken (Figure 2B and Supplementary File 3). GO Enrichment Analysis showed that the DEGs between the SLD chicken and normal chicken were mainly related to the metabolic process and developmental process (Figures 2C,D). KEGG pathway analysis showed that the enriched pathways of DEGs between ND and NN chickens included many lipid metabolism and adipose deposition pathways, such as metabolic pathways, linoleic acid metabolism, fatty acid degradation, PPAR signaling pathway, steroid hormone biosynthesis, fatty acid biosynthesis, fatty acid metabolism, and steroid biosynthesis (Figure 2E). On the other hand, the DEGs between HD and HN chickens were also enriched in the pathways involved in lipid metabolism and adipocyte development, such as PPAR signaling pathway, fatty acid degradation, steroid hormone biosynthesis, calcium signaling pathway, and extracellular matrix (ECM)-receptor interaction (Figure 2F). Furthermore, we identified 737 genes differentially expressed between the two kinds of chicken breeds not only under the HFD but also under the normal diet (Figure 2G and Supplementary File 4). The functions of these 737 DEGs were largely related to lipid metabolism, such as lipid catabolic process and lipid modification (Figure 2H). A total of 911 genes were identified specific differentially expressed between the SLD chicken and normal chicken under normal diet, and the functions of these DEGs were mainly related to cell cycle and lipid biosynthetic process (Figure 2I). A total of 1,734 DEGs were specific differentially expressed between the SLD chicken and normal chicken under HFD, and their functions were mainly enriched in metabolic process and lipid transport (Figure 2J). Therefore, these results not only found the DEGs of the liver between the SLD chicken and normal chicken but also obtained the potential signaling pathways and cellular processes involved in the *GHR* mutation-induced liver lipid metabolism difference between the SLD chicken and normal chicken.

**FIGURE 2:**
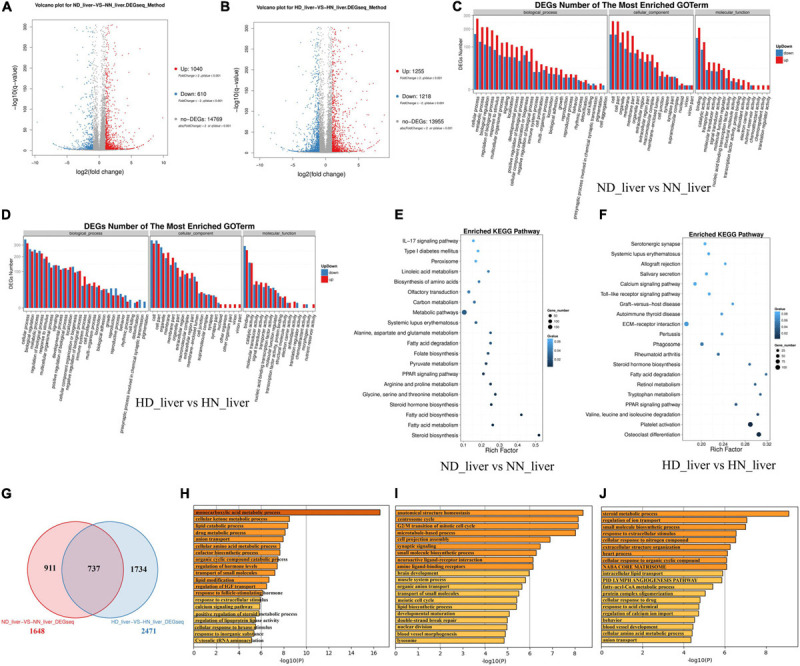
Differentially expressed genes (DEGs) analysis in the liver between the sex-linked dwarf (SLD) chicken and normal chicken. **(A)** Scatter plot of DEGs between normal diet fed SLD chicken (ND) and normal diet fed normal chicken (NN) in the liver. **(B)** Scatter plot of DEGs between high-fat diet fed SLD chicken (HD) and high-fat diet fed normal chicken (HN) in the liver. **(C)** Gene Ontology enrichment of DEGs between ND and NN chickens in the liver. **(D)** Gene Ontology enrichment of DEGs between HD and HN chickens in the liver. **(E)** Enriched Kyoto Encyclopedia of Genes and Genomes pathway of DEGs between ND and NN chickens in the liver. **(F)** Enriched Kyoto Encyclopedia of Genes and Genomes pathway of DEGs between HD and HN chickens in the liver. **(G)** Venn diagram analysis of DEGs in the liver between the SLD chicken and normal chicken under different diet conditions. **(H)** Metascape functional enrichment analysis of common DEGs between ND-vs-NN and HD-vs-HN chickens in the liver. **(I)** Metascape functional enrichment analysis of DEGs specific differentially expressed in ND_liver-VS-NN_liver (911 genes). **(J)** Metascape functional enrichment analysis of DEGs specific differentially expressed in HD_liver-VS-HN_liver (1,734 genes).

### DEGs Analyses in the Abdominal Fat Between the SLD Chicken and Normal Chicken

In order to find DEGs involved in abdominal fat deposition and adipogenesis, we collected abdominal fat from HD, HN, ND, and NN chickens for RNA sequencing. 

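For abdominal fat, libraries of 3 HN and 3 NN chickens were analysed here, again as FPKM of the authors for each bird, and the fats of HD and ND chickens were not analysed here. The estimated depth was 18.0 to 18.4 M reads per HN fat (median 18.2) and 17.8 to 18.4 M reads per NN fat (median 18.2). Between 12176 and 12322 genes reached 1 FPKM in HN fats, and between 12104 and 12412 genes in NN fats. In fat, the 10 most abundant genes took 10.2% to 11.0% of the summed FPKM in HN chickens and 10.1% to 11.8% in NN chickens. The comparison followed the one in liver and covered 12394 genes with a mean of at least 1 FPKM over the 6 fats. In simulated fats, it called 78.5% of 200 genes changed by 1 on the log2 scale and 97.5% of genes changed by 2, with 5 and 11 unchanged genes called. The changed genes were again drawn only from genes of higher mean expression.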

A total of 536 genes were upregulated, and 1,044 genes were downregulated in fat between ND chicken and NN chicken (Figure 3A and Supplementary File 5). Under an HFD, a total of 622 genes were upregulated expression, and 643 genes were downregulated expression (Figure 3B and Supplementary File 6). GO analysis of DEGs between the SLD chicken and normal chicken under a normal diet found that these DEGs were related to metabolism process, developmental process, and growth (Figure 3C). DEGs under an HFD also exhibited similar biological process enrichment (Figure 3D). KEGG analysis of DEGs between ND and NN chickens showed that the mainly enriched pathways included metabolic pathway, cell adhesion molecules (CAMs), and fat digestion and absorption (Figure 3E), whereas calcium signaling pathway, ECM-receptor interaction, type I diabetes mellitus, and CAMs were included in the enriched KEGG pathways of DEGs between HD and HN chickens (Figure 3F). Furthermore, we identified 541 genes differentially expressed between the two kinds of chicken breeds not only under the HFD but also under the normal diet (Figure 3G and Supplementary File 7). The functions of these 541 DEGs were largely related to hormone metabolism and growth, such as sterol metabolic process, regulation of IGF transport, steroid biosynthesis, triglyceride metabolic process, and regulation of growth (Figure 3H). A total of 1,037 genes were identified specific differentially expressed between the two kinds of chicken breeds under the normal diet, and the functions of these DEGs were mainly involved in the cell proliferation and growth processes (Figure 3I). A total of 763 DEGs were specific differentially expressed between the two kinds of chicken breeds under HFD, and the functions of these DEGs were involved in signal transduction, development, and lipid transport (Figure 3J). Together, these results not only found the DEGs of the abdominal fat between the SLD chicken and normal chicken but also obtained the potential signaling pathways and cellular processes involved in the GHR mutation-induced fat deposition and adipogenesis.

**FIGURE 3:**
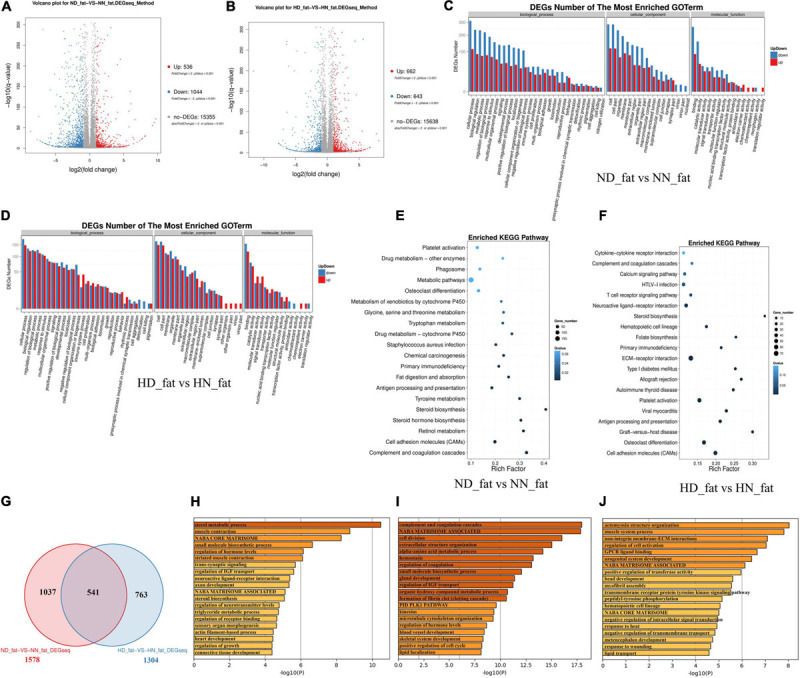
Differentially expressed genes analyses in the abdominal fat between the sex-linked dwarf (SLD) chicken and normal chicken. **(A)** Scatter plot of differentially expressed genes (DEGs) between normal diet fed SLD chicken (ND) and normal diet fed normal chicken (NN) in the abdominal fat. **(B)** Scatter plot of DEGs between high-fat diet fed SLD chicken (HD) and high-fat diet fed normal chicken (HN) in the abdominal fat. **(C)** Gene Ontology enrichment of DEGs between ND and NN chickens in the abdominal fat. **(D)** Gene Ontology enrichment of DEGs between HD and HN chickens in the abdominal fat. **(E)** Enriched Kyoto Encyclopedia of Genes and Genomes pathway of DEGs between ND and NN chickens in the abdominal fat. **(F)** Enriched Kyoto Encyclopedia of Genes and Genomes pathway of DEGs between HD and HN chickens in the abdominal fat. **(G)** Venn diagram analysis of DEGs in the abdominal fat between the SLD chicken and normal chicken under different diet conditions. **(H)** Metascape functional enrichment analysis of common DEGs between ND-vs-NN and HD-vs-HN chickens in the abdominal fat. **(I)** Metascape functional enrichment analysis of DEGs specific differentially expressed in ND_fat-VS-NN_fat (1,037 genes). **(J)** Metascape functional enrichment analysis of DEGs specific differentially expressed in HD_fat-VS-HN_fat (763 genes).

### Integrative Analyses Reveal DEGs Involved in HFD-Induced Fat Deposition

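Between HN and NN livers, 0 genes had an adjusted p-value under 0.05 (limma), while 1349 genes had an unadjusted p-value under 0.05, 386 of them higher and 963 lower in HN chickens. This balance depended on scaling. Median-ratio scaling gave 801 higher and 567 lower genes in liver, and 374 higher and 195 lower genes in fat. Quantile normalization kept the excess of lower genes in liver, with 457 higher and 669 lower, and gave 338 higher and 258 lower genes in fat. Both were chosen after seeing the data. Between HN and NN fats, 1 gene had an adjusted p-value under 0.05, and 580 genes had an unadjusted p-value under 0.05, 296 higher and 284 lower in HN chickens. At the thresholds of the paper's tables, an adjusted p-value of at most 0.001 and an absolute log2 fold change of at least 1, there were 0 genes in either tissue. The median log2 fold change over all tested genes was -0.06 in liver and -0.07 in fat. The alternative that moved the counts at an adjusted p-value under 0.05 most was the fit of all 12 libraries with 1 shared variance per gene, which gave 33 genes in liver and 0 in fat. With each bird left out in turn, the count at an adjusted p-value under 0.05 stayed at 0 in liver and at 1 in fat.

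Birds of each diet carry the replicate numbers 1 to 3. Deviations of HN and NN birds from the mean of their diet had a mean correlation across genes of 0.15 for the same number and -0.08 for different numbers in liver, and of 0.16 and -0.08 in fat. Deviations from a diet mean cancel out over its birds. The value for different numbers therefore largely follows from that for the same number and is no separate baseline. With the replicate number as a replicate block, 0 genes in liver and 1 gene in fat had an adjusted p-value under 0.05, and 1425 and 579 genes had an unadjusted p-value under 0.05. A test of the diet effect in fat against that in liver over 12544 genes gave 0 genes with an adjusted p-value under 0.05 and 570 genes with an unadjusted p-value under 0.05 (limma). With the replicate block, this interaction gave 3 genes with an adjusted p-value under 0.05.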

To further analyze the different effects of HFD on the SLD chicken and normal chicken, we screened out the common and specific DEGs between the SLD chicken and normal chicken. 

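All 191 genes that the paper lists for the liver in HN-vs-NN as well as in HD-vs-ND were found among the genes of the HN and NN livers. The HN mean was higher than the NN mean for 101 of these genes and lower for 90. The ratio of the means, with 0.01 FPKM added to each mean, was at least 2 in one direction for 189 genes. It stayed at least 2 in the same direction with any 1 of the 6 birds left out for 65 genes (34.0%). All 3 HN livers lay on one side of all 3 NN livers for 53 genes (27.7%). The test across birds covered 106 of the 191 genes, since 85 had a mean below 1 FPKM. Of the tested genes, 36 had an unadjusted p-value under 0.05 and 0 an adjusted one, the smallest adjusted p-value being 0.266 (limma).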

In the liver, we found a total of 191 common DEGs (Figure 4A and Supplementary File 8), which mean that HFD induces the differential expression of these genes not only in the SLD chickens but also in normal chickens. The functions of these common DEGs were involved in transport of small molecules, hemostasis, and cell cycle (Figure 4B). We also found that 606 DEGs were specific differentially expressed between HD and ND chickens (Figure 4A), and that the functions of these DEGs were related to metabolic processes and hepatocyte differentiation (Figure 4C). Besides, a total of 880 DEGs were specific differentially expressed between HN and NN chickens, and these DEGs were mainly enriched in cell cycle process (Figure 4D).

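Of the genes listed as specific to HN-vs-NN in the liver, 878 were matched to the HN and NN livers, 465 with a higher and 413 with a lower mean in HN chickens. The ratio of means was at least 2 for 840 genes, and it stayed so with any bird left out for 290 genes (33%). The 3 HN livers were separated from the 3 NN livers for 363 genes (41.3%). Of the 440 genes tested across birds, 185 had an unadjusted p-value under 0.05 and 0 an adjusted one, with a smallest adjusted p-value of 0.219 (limma). Of all 541 tested genes with a ratio of means of at least 2 in liver, 526 are in the HN-vs-NN lists of the paper, 138 (25.5%) kept the ratio with any bird left out, 211 (39.0%) separated the groups and 218 (40.3%) had an unadjusted p-value under 0.05.

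The cell cycle was examined with 97 S phase and G2/M genes, of which 54 were tested in liver. Among the 440 tested genes of the list there were 10 cell cycle genes, against 2.11 expected by chance from the 11278 tested genes (odds ratio 5.71, two-sided Fisher's exact test p = 3.8e-05, 9.7e-05 after Benjamini-Hochberg adjustment over 18 such tests). All 10 had their highest FPKM in HN replicate 3, 0 of them separated the HN livers from the NN livers, and 0 had an unadjusted p-value under 0.05. Cholesterol biosynthesis, another term of Figure 4D, was examined with 20 enzyme genes, of which 18 were tested. The list held 13 of these 18 genes, against 0.702 expected (odds ratio 66.0, Fisher's exact test p = 2.9e-15, adjusted p = 2.6e-14). All 13 were higher in HN chickens, 12 of them separated the HN from the NN livers, and 10 kept a ratio of at least 2 with any bird left out. Fisher's test takes genes as independent, although genes of 1 set rise and fall together between birds. Both sets were chosen because the paper reports them as enriched in this same list, so the Fisher tests are no separate support.

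Over the whole sets, the median log2 fold change of the 54 cell cycle genes was 0.02, with 31 genes higher in HN chickens (limma's camera test with a preset inter-gene correlation of 0.01, p = 0.0894). Beside camera, which takes the genes and not the birds as units, an exact two-sided permutation test gave the share of the 10 splits of the 6 livers into 3 and 3 with a camera p-value as small, which was 0.7 for this set. For the 18 cholesterol genes it was 1.26, with 16 genes higher in HN chickens (camera, p = 7.1e-18, exact permutation p = 0.1, the smallest possible). With the inter-gene correlation estimated from the birds, 0.38 for the cholesterol set, its p-value was 0.0269, and the fry rotation test gave p = 0.00658. For 16 collagen genes the median was 0.13, with 9 genes higher in HN chickens (camera, p = 0.0634, exact permutation p = 0.6). With the replicate block, the medians were the same and the camera p-values were 0.0480 for the cell cycle, 1.9e-15 for cholesterol biosynthesis and 0.0982 for collagen, beside a correlation of 0.15 between same-numbered livers. From the terms enriched among the genes of the list, the paper states that the DEGs specific to HN-vs-NN livers belong mainly to the cell cycle process.

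**Figure D1:**
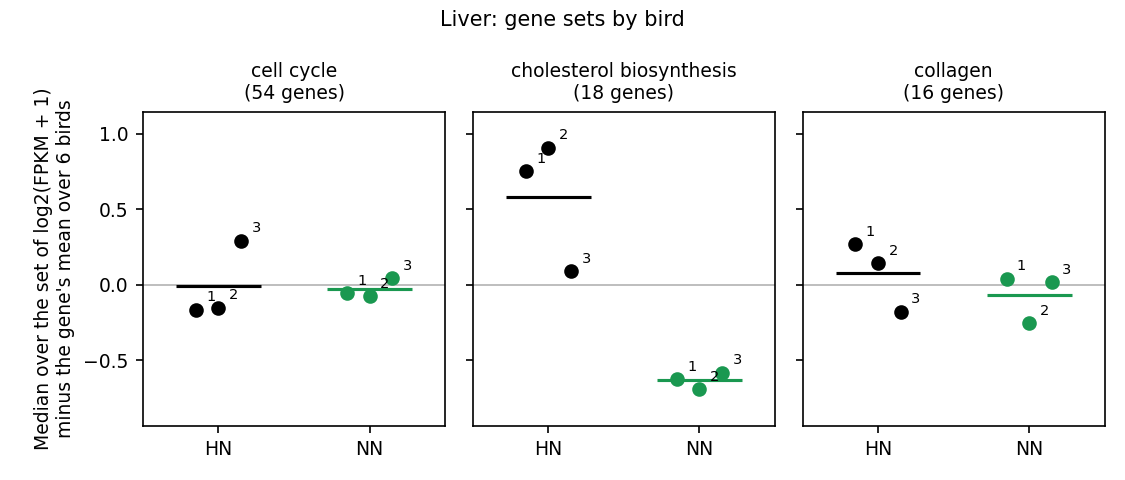
Gene sets in the livers of HN and NN chickens. Each point is 1 bird with its replicate number, the y axis is the median over the genes of the set of log2(FPKM + 1) minus the mean of the gene over the 6 birds, and lines are the means of 3 birds. The cholesterol genes of HN chickens lie between 0.09 and 0.91 and those of NN chickens between -0.69 and -0.58, while the cell cycle genes of HN replicate 3 lie at 0.29 and those of HN replicates 1 and 2 at -0.16 and -0.15.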

**FIGURE 4:**
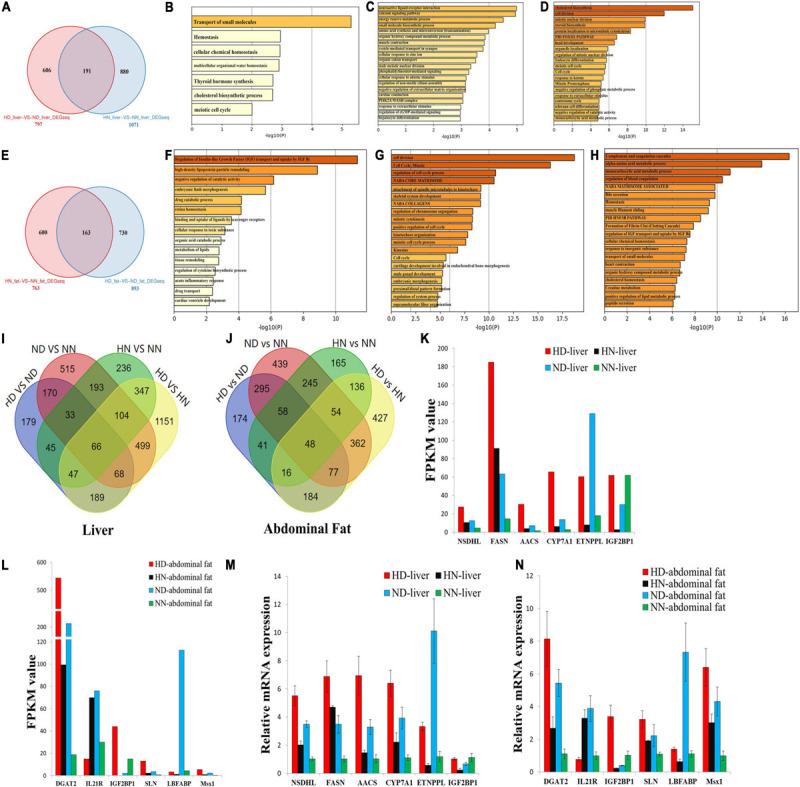
Integrative analyses reveal differentially expressed genes involved in high-fat diet (HFD)-induced fat deposition. **(A)** Specific and common differentially expressed genes (DEGs) between the sex-linked dwarf (SLD) chicken and normal chicken under the HFD and the normal diet (HD-vs-ND compared with HN-vs-NN) in the liver. **(B)** Metascape functional enrichment analysis of the common DEGs between HD-vs-ND and HN-vs-NN. **(C)** Metascape functional enrichment analysis of DEGs specific differentially expressed in the HD-vs-ND group. **(D)** Metascape functional enrichment analysis of DEGs specific differentially expressed in HN-vs-NN group. **(E)** Specific and common DEGs between the SLD chicken and normal chicken (HN-vs-NN compared with HD-vs-ND) in the abdominal fat. **(F)** Metascape functional enrichment analysis of the common DEGs between HN-vs-NN and HD-vs-ND. **(G)** Metascape functional enrichment analysis of DEGs specific differentially expressed in HN-vs-NN. **(H)** Metascape functional enrichment analysis of DEGs specific differentially expressed in HD-vs-ND. **(I)** Venn diagram analysis of DEGs among HD-vs-ND, ND-vs-NN, HN-vs-NN, and HD-vs-HN in the liver. **(J)** Venn diagram analysis of DEGs among HD-vs-ND, ND-vs-NN, HN-vs-NN, and HD-vs-HN in the abdominal fat. **(K)** The expression of six genes selected from the 66 common DEGs was determined by RNA-sequence. **(L)** The expression of six genes selected from the 48 common DEGs was determined by RNA-sequence. **(M)** The expression of six genes selected from the 66 common DEGs was determined by qPCR. **(N)** The expression of six genes selected from the 48 common DEGs was determined by qPCR. The data are mean ± SEM with three samples (*n* = 3/treatment group).

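All 163 genes of the paper's list were found among the genes of the HN and NN fats, 70 with a higher and 93 with a lower mean in HN chickens. The ratio of the HN to the NN mean was at least 2 for 159 genes, and for 50 genes (30.7%) with any 1 bird left out. Separation of the 3 HN fats from the 3 NN fats was seen for 32 genes (19.6%). A mean below 1 FPKM kept 91 genes out of the test across birds. Of the 72 genes tested, 18 had an unadjusted p-value under 0.05 and 1 an adjusted one (limma). This gene was an uncharacterised locus at 0 FPKM in all 3 HN fats and at 18.7 ± 5.30 (SD, n = 3) FPKM in NN fats, a log2 fold change of -4.27 (standard error 0.21, adjusted p = 0.00125 from limma). In liver, the same locus was at 0, 0.04 and 0 FPKM in HN replicates 1 to 3 and at 10.15, 1.46 and 0 FPKM in NN replicates 1 to 3.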

In abdominal fat, a total of 163 genes were not only differentially expressed between HN and NN chickens but also differentially expressed between HD and ND chickens (Figure 4E and Supplementary File 9). 

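Apolipoprotein A4 (APOA4, NCBI gene 395780) is among the common genes of abdominal fat. Its FPKM was 1.64 ± 0.366 (SD, n = 3) in HN fats and 6.79 ± 4.78 (SD, n = 3) in NN fats, a log2 fold change of -1.37 (standard error 0.43, adjusted p = 0.799 from limma). All 3 HN fats lay below all 3 NN fats (two-sided exact permutation test p = 0.1, the smallest that 3 birds against 3 allow). In NN livers the FPKM of APOA4 was 4956 ± 1813 (SD, n = 3).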

The functions of these common DEGs were related to IGF transport and lipid metabolism (Figure 4F). Additionally, the functions of the 600 DEGs specific differentially expressed between HN and NN fats were mainly enriched in cell cycle, such as cell division, mitotic, regulation of cell cycle process, regulation of chromosome segregation, positive regulation of cell cycle, and meiotic cell cycle process (Figure 4G). 

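Of the genes listed as specific to HN-vs-NN in abdominal fat, 599 were matched, 417 with a higher and 182 with a lower mean in HN chickens. The ratio of means was at least 2 for 579 of them and stayed so with any bird left out for 183 (30.6%), and 191 genes (31.9%) separated the HN fats from the NN fats. Of the 288 genes tested across birds, 125 had an unadjusted p-value under 0.05 and 0 an adjusted one, with a smallest adjusted p-value of 0.799 (limma). Over all 368 tested genes with a ratio of means of at least 2 in fat, 352 of them in the lists of the paper, 82 (22.3%) kept the ratio with any bird left out, 116 (31.5%) separated the groups and 148 (40.2%) had an unadjusted p-value under 0.05.

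In fat, 74 cell cycle genes were tested, and 17 of them were among the 288 tested genes of the list, against 1.72 expected by chance (odds ratio 13.3, two-sided Fisher's exact test p = 7.3e-13, adjusted p = 4.4e-12). HN chickens had the higher mean for 16 of the 17, 12 genes separated the HN from the NN fats, and 9 kept a ratio of at least 2 with any bird left out. HN replicate 1 had the highest FPKM for 16 of the 17. Collagen genes, which appear among the terms of Figure 4G, made up 8 of the 288 genes, against 0.651 expected (odds ratio 17.3, Fisher's exact test p = 1.6e-07, adjusted p = 5.8e-07). All 8 were higher in HN chickens, 5 separated the groups, and 0 kept a ratio of at least 2 with any bird left out. Cell cycle and collagen were again chosen from the paper's terms for this same list, so their Fisher tests are no separate support.

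The median log2 fold change of the 74 cell cycle genes was 0.19, with 51 genes higher in HN chickens (camera with the preset inter-gene correlation, p = 9.1e-12, exact permutation p over the splits of the fats = 0.2). With the inter-gene correlation estimated from the birds, 0.33, the p-value was 0.146, and by the fry rotation test it was 0.195. For 28 collagen genes the median was 0.44, with 23 genes higher in HN chickens (camera, p = 3.1e-12, exact permutation p = 0.1, and p = 0.0153 with the estimated correlation of 0.10, fry p = 0.0198). With the replicate block, the camera p-values were 9.2e-11 for the cell cycle and 2.6e-12 for collagen, beside a correlation of 0.16 between same-numbered fats. The paper concludes from the enriched terms that the functions of the DEGs specific to HN-vs-NN fats lie mainly in the cell cycle.

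**Figure D2:**
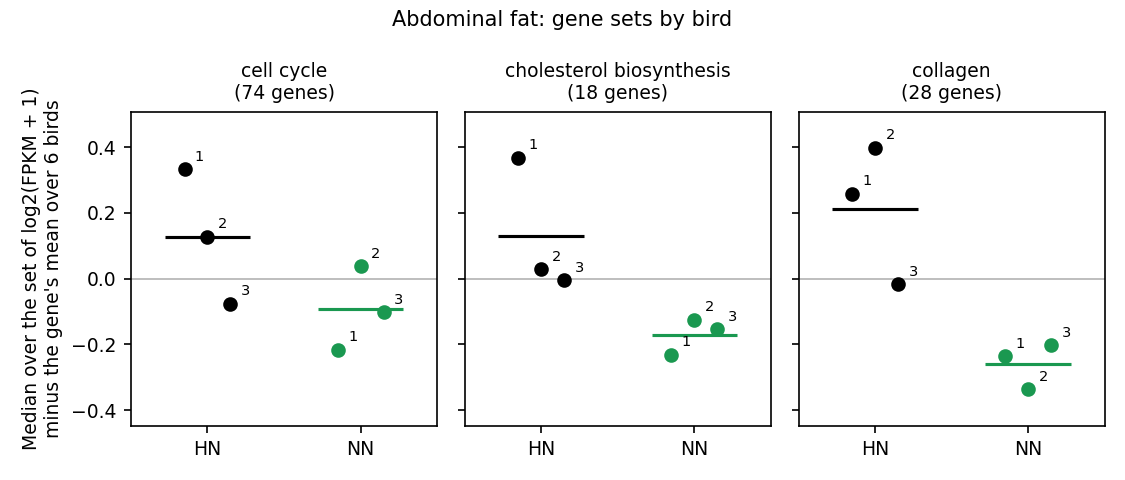
Gene sets in the abdominal fats of HN and NN chickens. Each point is 1 bird with its replicate number, the y axis is the median over the genes of the set of log2(FPKM + 1) minus the mean of the gene over the 6 birds, and lines are the means of 3 birds. The cell cycle genes lie at 0.33, 0.13 and -0.08 in HN replicates 1 to 3, and at -0.22, 0.04 and -0.10 in NN replicates 1 to 3. The groups overlap through HN replicate 3, a library for which a mislabelled sample could not be excluded. The collagen genes of HN chickens lie between -0.02 and 0.40 and those of NN chickens between -0.34 and -0.20.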

The functions of the 730 DEGs, which were specific differentially expressed between HD and ND fats, were related to multiple metabolic processes and homeostasis (Figure 4H).

Next, we compared the common and specific DEGs between different treatment groups in the liver and in the abdominal fat, respectively (Figures 4I,J). We found that a total of 66 DEGs were common differentially expressed in the liver among the four treatment groups (Figure 4I and Supplementary File 10), and that 48 DEGs were common differentially expressed in the abdominal fat among the four treatment groups (Figure 4J and Supplementary File 10). These common DEGs may play important roles in chicken abdominal fat deposition. 

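The HN and NN birds give the HN-vs-NN part of these lists. All 66 genes of the liver list were matched, 34 with a higher and 32 with a lower mean in HN chickens, and the ratio of the means was at least 2 for all 66. With any 1 bird left out the ratio stayed at least 2 for 29 genes (43.9%), and 19 genes (28.8%) separated the 3 HN from the 3 NN livers. Of the 37 genes tested across birds, 13 had an unadjusted p-value under 0.05 and 0 an adjusted one (smallest adjusted p = 0.392, limma). In abdominal fat, all 48 genes were matched, 25 higher and 23 lower in HN chickens, and the ratio of means was at least 2 for 47. It stayed so with any bird left out for 21 genes (43.8%), and 10 genes (20.8%) separated the groups. Of the 20 genes tested in fat, 5 had an unadjusted p-value under 0.05 and 1, the uncharacterised locus, an adjusted one.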

To test the quality and accuracy of RNA-seq results, we selected several common DEGs, which are related to lipid metabolism and adipogenesis, in the liver and in the abdominal fat, respectively (Figures 4K,L). 

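In liver, the genes of Figure 4K were NSDHL, FASN, AACS, CYP7A1, ETNPPL and IGF2BP1. FASN (NCBI gene 396061), which encodes fatty acid synthase, had 91.3 ± 70.5 (SD, n = 3) FPKM in HN livers and 14.5 ± 1.67 (SD, n = 3) FPKM in NN livers. Its log2 fold change was 2.22 (standard error 0.61, adjusted p = 0.392 from limma). NSDHL (NCBI gene 422302), an enzyme of cholesterol synthesis, had 10.6 ± 3.43 FPKM in HN livers and 4.46 ± 0.604 FPKM in NN livers (SD, n = 3 each), with a log2 fold change of 1.04 (standard error 0.25, adjusted p = 0.392). AACS (NCBI gene 416811), acetoacetyl-CoA synthetase, had 4.00 ± 2.14 FPKM against 1.80 ± 0.472 FPKM, with a log2 fold change of 0.77 (standard error 0.31, adjusted p = 0.410). ETNPPL (NCBI gene 428743), ethanolamine-phosphate phospho-lyase, fell from 18.2 ± 6.29 FPKM in NN livers to 8.23 ± 1.43 FPKM in HN livers, with a log2 fold change of -1.01 (standard error 0.26, adjusted p = 0.392). Each of these genes separated the 3 HN from the 3 NN livers (two-sided exact permutation test p = 0.1). The bile acid enzyme gene CYP7A1 (NCBI gene 414834) did not, with 5.69, 1.93 and 12.01 FPKM in HN replicates 1 to 3 and 2.42, 5.88 and 0.16 FPKM in NN replicates 1 to 3 (exact permutation p = 0.5). IGF2BP1 (NCBI gene 395953), an mRNA-binding protein gene, was at 1.74 FPKM in NN replicate 2 and at 0 FPKM in the other NN livers. In HN livers it was at 0, 0.03 and 0.06 FPKM (exact permutation p = 1.0), so that its NN mean rested on 1 bird. With 1 bird left out, the log2 fold change ranged from 1.61 to 2.94 for FASN and from 0.39 to 1.67 for CYP7A1.

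In abdominal fat, the genes of Figure 4L were DGAT2, IL21R, IGF2BP1, SLN, LBFABP and MSX1. DGAT2 (NCBI gene 421309), which encodes diacylglycerol O-acyltransferase 2, had 99.5 ± 97.9 (SD, n = 3) FPKM in HN fats and 18.8 ± 7.74 (SD, n = 3) FPKM in NN fats, with a log2 fold change of 1.69 (standard error 0.89, adjusted p = 0.799 from limma). HN replicate 3 (12.47 FPKM) lay below all NN fats and HN replicate 2 (205.46 FPKM) highest (exact permutation p = 0.4). SLN (NCBI gene 100857277), sarcolipin, had 2.42 ± 1.31 FPKM in HN fats and 0.64 ± 0.399 FPKM in NN fats (SD, n = 3 each), with a log2 fold change of 1.01 (standard error 0.33, adjusted p = 0.799). LBFABP (NCBI gene 395345), liver basic fatty acid-binding protein, had 1.31 ± 0.132 FPKM in HN fats and 4.39 ± 3.89 FPKM in NN fats, with a log2 fold change of -0.99 (standard error 0.44, adjusted p = 0.799). Its NN mean was carried by NN replicate 2 at 8.86 FPKM, which is 0.374% of its mean of 2367 FPKM in NN livers. SLN and LBFABP separated the HN from the NN fats (exact permutation p = 0.1). The other genes had a mean below 1 FPKM and were not tested by limma. IL21R (NCBI gene 416586) was at 0.02, 1.01 and 0.56 FPKM in HN fats and at 0.16, 0.35 and 0.18 FPKM in NN fats (exact permutation p = 0.5). IGF2BP1 was at 0 FPKM in all 3 HN fats and at 0.03, 0.39 and 0 FPKM in NN fats (exact permutation p = 0.4). MSX1 (NCBI gene 396484) was at 0.39, 2.63 and 0.26 FPKM in HN fats and at 0.31, 0.17 and 0 FPKM in NN fats (exact permutation p = 0.2).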

Then, we used qPCR to validate the expression of DEGs among the four treatment groups. Results showed that the qPCR data were consistent with RNA-seq data (Figures 4M,N), demonstrating that the RNA-seq results were highly reliable.

### *GHR*-Mediated Signaling Pathway Analyses Reveal Key Pathways and Genes Relative to *GHR* Mutation-Induced Fat Deposition

Growth hormone binds to GHR and activates a variety of downstream signaling pathway. In order to better understand how *GHR* mutation affects downstream signaling transduction, we constructed a *GHR*-mediated downstream genes interaction network, which includes JAK–STAT, PI3K–AKT–mTOR, FOXO signaling, GH–GHR–IGFs, and MAPK signaling pathways (Figure 5). Next, we used this network to map the DEGs between the SLD chicken and normal chicken. The DEGs between ND liver and NN liver were enriched in PI3K–Akt–mTOR signaling pathway, which regulated lipid biosynthesis, lipolysis, and cell autophagy (Figure 5A). Additionally, the DEGs between HD liver and HN liver were enriched in JAK–STAT, AKT, and FOXO signaling pathways. Notably, the function of these DEGs was mainly related to cell cycle regulation (Figure 5B). On the other hand, the DEGs between ND and NN abdominal fats were enriched in FOXO signaling pathway, and the functions of these DEGs were related to glycolysis, cell cycle, lipid biosynthesis, and lipid metabolism (Figure 5C). The DEGs between HD and HN abdominal fats were enriched in JAK–STAT signaling pathway, and the functions of these DEGs were related to lipogenesis, glycolysis, and cell cycle (Figure 5D). 

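SOCS2 (NCBI gene 395219) and CISH (NCBI gene 395335) encode inhibitors of cytokine receptor signalling. Their FPKM in single normal chickens was set beside the SLD counts of the paper's supplementary tables, which the paper gives pooled over the SLD chickens of each group, so that the spread between SLD chickens is unknown. In NN livers, SOCS2 had 32.1 ± 4.16 (SD, n = 3) FPKM, and the paper's pooled count of 324 for ND livers corresponds to 3.77 FPKM, a log2 ratio of SLD over normal of -3.09 (from -3.25 to -2.87 against single NN birds). In HN livers SOCS2 had 16.9 ± 8.87 (SD, n = 3) FPKM against 3.02 FPKM for HD (paper's pooled count 260), a log2 ratio of -2.49 (from -3.15 to -1.68). In fat the log2 ratios of SOCS2 were -2.16 on the normal diet (from -2.63 to -1.67) and -1.60 on the HFD (from -1.74 to -1.46), with 25.7 ± 9.01 FPKM in NN fats and 18.8 ± 1.83 FPKM in HN fats (SD, n = 3 each). CISH had 166 ± 98.1 (SD, n = 3) FPKM in NN livers and 111 ± 67.1 (SD, n = 3) FPKM in HN livers, against 6.32 FPKM for ND and 5.77 FPKM for HD (paper's pooled counts 405 and 370). Its log2 ratios were -4.73 (from -5.47 to -4.02) and -4.26 (from -5.02 to -3.38). In fat, CISH had 60.9 ± 19.2 (SD, n = 3) FPKM in NN and 90.6 ± 57.7 (SD, n = 3) FPKM in HN chickens, with log2 ratios of -1.95 (from -2.39 to -1.56) and -2.28 (from -3.07 to -1.55). In all 4 comparisons, each of the 3 normal chickens had more SOCS2 and more CISH than the pooled SLD value. The paper picked both genes as differentially expressed in these same birds, so the direction was partly fixed in advance.

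Between the diets, neither gene reached an adjusted p-value under 0.05 in normal chickens. The log2 fold change HN over NN was -1.0 for SOCS2 in liver (standard error 0.34, adjusted p = 0.399 from limma), where all 3 HN birds lay below all 3 NN birds (exact permutation p = 0.1), and -0.38 in fat (standard error 0.23, adjusted p = 0.799). For CISH it was -0.60 in liver (standard error 0.52, adjusted p = 0.652) and 0.44 in fat (standard error 0.41, adjusted p = 0.807), and the fat value changed sign to -0.04 without HN replicate 2.

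**Figure D3:**
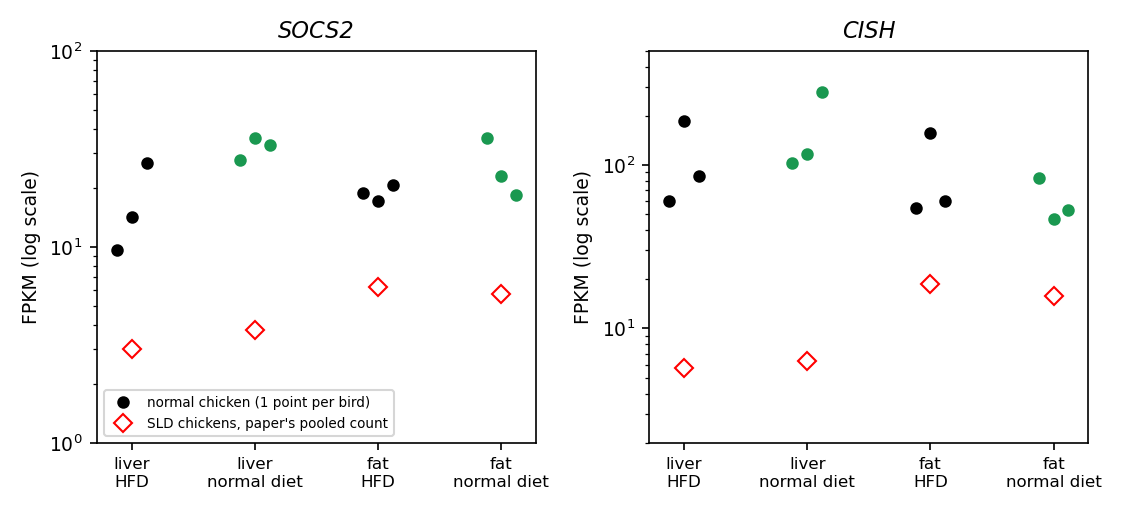
SOCS2 and CISH in liver and abdominal fat. Black (HFD) and green (normal diet) points are single normal chickens and red diamonds are the paper's pooled SLD counts converted to FPKM, on a log axis. For SOCS2 the normal chickens lie between 9.68 and 35.8 FPKM and the SLD values between 3.02 and 6.20 FPKM, and for CISH between 46.7 and 279 FPKM and between 5.77 and 18.7 FPKM.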

Notably, *SOCS2* and *CISH* were the only two genes that were differentially expressed in all of the four treatment groups, indicating their important roles on lipid metabolism and *GHR* mutation-induced fat deposition.

**FIGURE 5:**
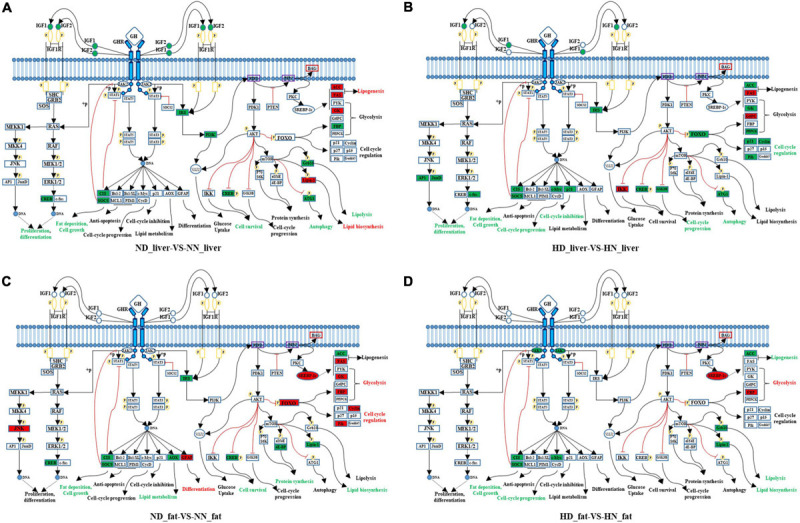
*GHR*-mediated signaling pathways analyses reveal key pathways and genes relative to *GHR* mutation-induced fat deposition. **(A)** Differentially expressed genes (DEGs) of the liver between normal diet fed sex-linked dwarf (SLD) chicken (ND) and normal diet fed normal chicken (NN) enriched in *GHR*-mediated signaling pathways. **(B)** DEGs of the liver between high-fat diet fed SLD chicken (HD) and high-fat diet fed normal chicken (HN) enriched in *GHR*-mediated signaling pathways. **(C)** DEGs of the abdominal fat between normal diet fed SLD chicken (ND) and normal diet fed normal chicken (NN) enriched in *GHR*-mediated signaling pathways. **(D)** DEGs of the abdominal fat between high-fat diet fed SLD chicken (HD) and high-fat diet fed normal chicken (HN) enriched in *GHR*-mediated signaling pathways. The red fonts or boxes indicate that the genes or biology functions were inhibited. The green fonts or boxes indicate that the genes or biology functions were promoted.

### *SOCS2* Inhibits Lipid Metabolism and Decreases Lipid Droplet Accumulation

In order to understand the roles of *SOCS2* and *CISH* on *GHR* mutation-induced abdominal fat deposition, we tested their functions in lipid metabolism and adipocyte differentiation *in vitro*. The expression of *SOCS2* and *CISH* was significantly downregulated in the liver and abdominal fat of dwarf chicken compared with normal chicken, no matter in an HFD or normal diet condition (Figures 6A–D). Next, we used LMH cell and ICP cell to test the function of *SOCS2* and *CISH in vitro*. To assess the function of *SOCS2* and *CISH* in lipid metabolism and fat deposition and find the potential downstream genes that can be affected by *SOCS2* and *CISH*, we selected several genes that were not only involved in lipid metabolism and fat deposition but also differentially expressed between the SLD chicken and normal chicken as candidate genes to define the status of lipid metabolism and fat deposition. In LMH cell, *SOCS2* overexpression significantly inhibited the expression of most of the lipid metabolism-related DEGs, whereas *CISH* overexpression can only inhibit the expression of *CIDEC* and *FASN* (Figure 6E). On the other hand, *SOCS2* knockdown significantly promoted the expression of most of the lipid metabolism-related DEGs, whereas *CISH* knockdown can only promote the expression of *CIDEC* and *FASN* (Figure 6F). In ICP cell, *SOCS2* overexpression significantly inhibited the expression of fat deposition-related DEGs, whereas *CISH* overexpression can only inhibit the expression of *DGAT2* and *ApoB* (Figure 6G). The knockdown of *SOCS2* promoted the expression of most of the genes involved in fat deposition, whereas *CISH* knockdown only promoted *ApoA4* and *ApoB* expression (Figure 6H). To investigated whether *SOCS2* and *CISH* can affect lipid droplet accumulation during ICP differentiation, we transfected the overexpression vectors or siRNA of these two genes to the ICP and then induced the cells to differentiation for 48 h. As judged by Oil Red O staining and extraction assays, *SOCS2* overexpression significantly reduced lipid droplet accumulation (Figure 6I), whereas *SOCS2* inhibition significantly increased lipid droplet accumulation (Figure 6J). However, the overexpression and inhibition of *CISH* have no significant impacts on lipid droplet accumulation (Figures 6I,J). Taken together, these data indicate that *SOCS2* inhibits lipid metabolism and decreases lipid droplet accumulation.

**FIGURE 6:**
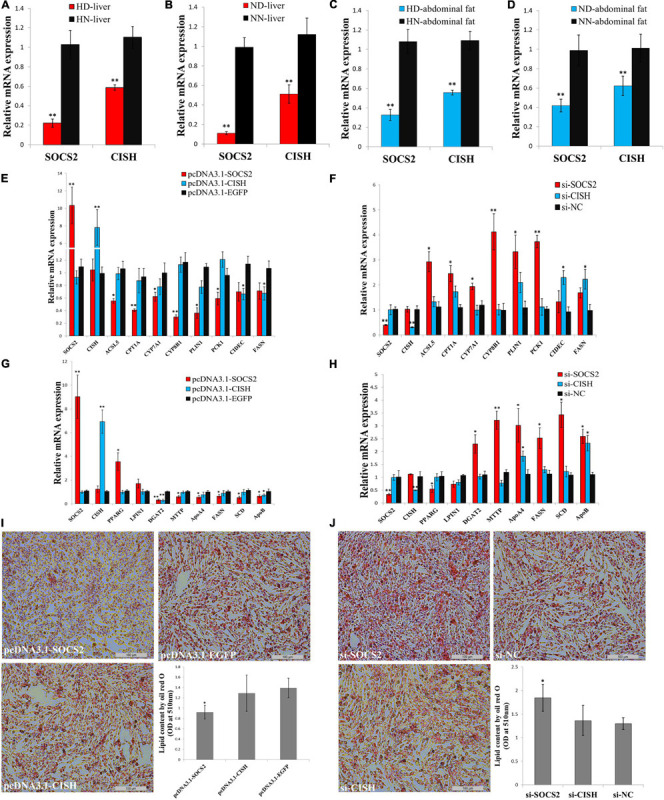
*SOCS2* inhibits lipid metabolism and decreases lipid droplet accumulation. **(A)** The mRNA expression of *SOCS2* and *CISH* in the liver of high-fat diet fed sex-linked dwarf chicken (HD) compared with high-fat diet fed normal chicken (HN). **(B)** The mRNA expression of *SOCS2* and *CISH* in the liver of normal diet fed sex-linked dwarf chicken (ND) compared with normal diet fed normal chicken (NN). **(C)** The mRNA expression of *SOCS2* and *CISH* in the abdominal fat of HD chicken compared with HN chicken. **(D)** The mRNA expression of *SOCS2* and *CISH* in the abdominal fat of ND chicken compared with NN chicken. **(E)** The expression of lipid metabolism-related differentially expressed genes (DEGs) after transfection of *SOCS2* or *CISH* in LMH cell. **(F)** The expression of lipid metabolism-related DEGs after transfection of si-SOCS2 or si-CISH in LMH cell. **(G)** The expression of fat deposition-related DEGs after transfection of *SOCS2* or *CISH* in ICP cell. **(H)** The expression of fat deposition-related DEGs after transfection of si-SOCS2 or si-CISH in ICP cell. **(I)** Representative images of Oil Red O staining (red) after overexpression of *SOCS2* or *CISH* in ICP cells; scale bar: 100 μm. **(J)** Representative images of Oil Red O staining (red) after inhibition of *SOCS2* or *CISH* in ICP cells; scale bar: 100 μm. The data are mean ± SEM with four samples (*n* = 4/treatment group). Independent sample *t*-test was used to analyze the statistical differences between groups. ^∗^*P* < 0.05; ^∗∗^*P* < 0.01.

### The Co-overexpression of *SOCS2* and *CISH* Rescues GHR Mutation-Induced Lipid Metabolism Disorder and Lipid Droplet Accumulation

*SOCS2* and *CISH* were both downregulated in the liver and fat of the SLD chicken compared with normal chicken (Figures 6A–D). In order to explore the important roles of *SOCS2* and *CISH* on *GHR* mutation-induced fat deposition, we used primary liver cell and preadipocyte isolated from the SLD chicken and normal chicken, respectively, to test the function of *SOCS2* and *CISH* on lipid metabolism and lipid droplet accumulation. In accordance with the RNA-seq data, the expression of *SOCS2*, *CISH*, and DEGs involved in lipid metabolism and fat deposition was dysregulated in primary cells from the SLD chicken (Figures 7A,B). Overexpression of *SOCS2* or *CISH* alone in the cells from the SLD chicken can partly rescue the dysregulated expression of genes involved in lipid metabolism and fat deposition, whereas co-overexpression of *SOCS2* and *CISH* can rescue most of the dysregulated expression of these genes (Figures 7A,B). Importantly, primary preadipocyte isolated from the SLD chicken can accumulate more lipid droplet than that from the normal chicken (Figure 7C). Overexpression of *SOCS2* can significantly decrease lipid droplet accumulation in preadipocyte from the SLD chicken, whereas no significant alteration was observed after transfection of *CISH* relative to control. However, co-transfection of *SOCS2* and *CISH* decreased more lipid droplet accumulation than individual transfection of *SOCS2*, suggesting a complementary role between *SOCS2* and *CISH* (Figure 7C). Taken together, these results indicate that co-overexpression of *SOCS2* and *CISH* can make the lipid droplet accumulation of the SLD chicken return to the level of normal chicken, suggesting that *SOCS2* and *CISH* are important in *GHR* mutation-induced fat deposition in the SLD chicken.

**FIGURE 7:**
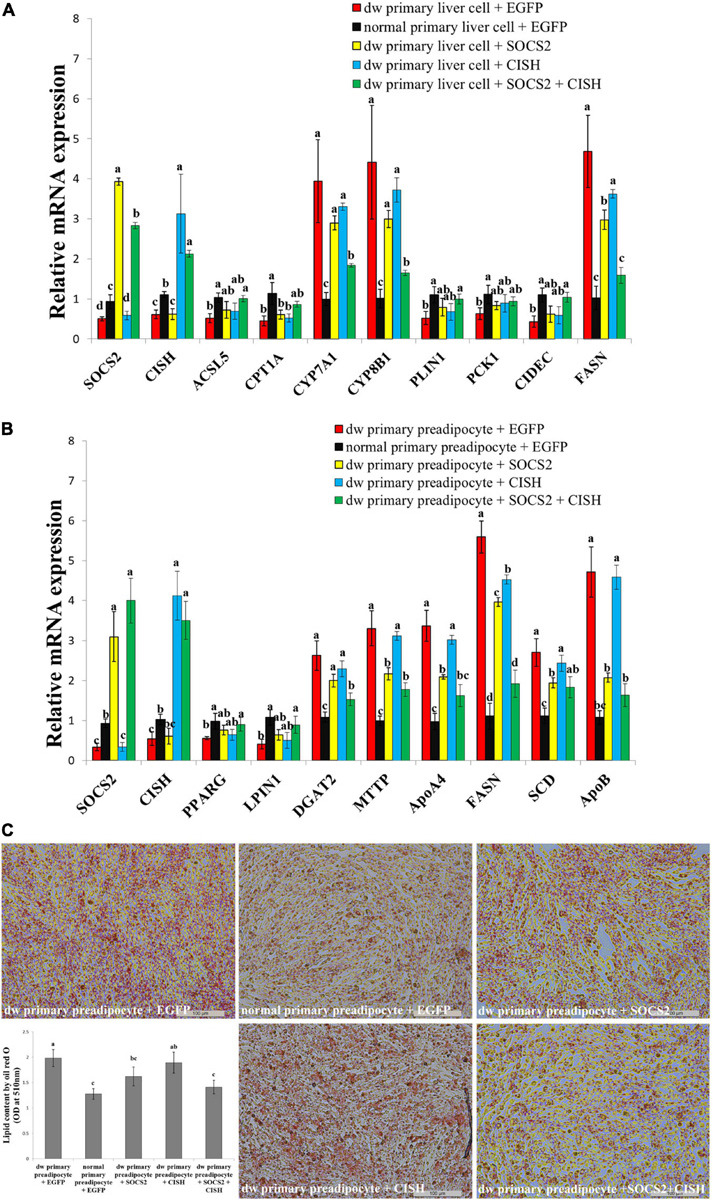
The co-overexpression of *SOCS2* and *CISH* rescues *GHR* mutation-induced lipid metabolism disorder and lipid droplet accumulation. **(A)** The relative mRNA expression of lipid metabolism genes after transfection of *SOCS2* and *CISH* overexpression vector in primary liver cells isolated from the sex-linked dwarf chicken and normal chicken. **(B)** The relative mRNA expression of fat deposition genes after transfection of *SOCS2* and *CISH* overexpression vector in primary preadipocytes isolated from the sex-linked dwarf chicken and normal chicken. **(C)** Representative images of Oil Red O staining (red) after the transfection of *SOCS2* and *CISH* in primary preadipocyte isolated from the sex-linked dwarf chicken and normal chicken; scale bar: 100 μm. The results are shown as the mean ± SEM of three independent experiments. Different letters a–d above the bars indicate significant differences (*P* < 0.05) by Duncan’s multiple range test.

## Discussion

The broilers used in our study were SLD chicken, which was caused by missense mutation in *GHR* exon 5. The recessive mutation of *GHR* results in the disruption of the affinity between GH and GHR protein and further inactivation of the GH–GHR–IGFs growth axis, leading to short stature, weight loss, and obesity (Carter-Su et al., 1996). The SLD chicken is widely used in the broiler industry due to its relatively higher feed conversion, higher egg laying performance, and better meat quality (Guillaume, 1976). However, excessive fat deposition is frequently found in the SLD chickens, causing a series of negative effect, such as feed conversion rate reduction and depressed reproduction performance. The precise molecular mechanism of *GHR* mutation-induced excessive fat deposition in chicken remains unknown, though it has been shown that *GHR* mutation impedes lipolysis and fat deposition through the GH–GHR–IGFs axis (Guevara-Aguirre and Rosenbloom, 2015). Therefore, it is worth to investigate the regulatory genes and pathways of excessive fat deposition of the SLD chicken. In this study, the phenotype of the SLD chicken under an HFD and normal diet was determined. It was found that the chickens have no significant difference in body weight under the HFD and the normal diet, but the body weight of the SLD chicken was lower than that of normal chicken. The abdominal fat weight and abdominal fat rate of the SLD chicken were significantly higher than those of normal chicken in both diets, suggesting that the ability of fat deposition of the SLD chicken was greater than that of normal chicken, similar to *GHR* mutation mice (Erman et al., 2011; Zhang et al., 2018). On the other hand, the adipocyte cell size of the SLD chicken was larger than that of normal chicken. Notably, HFD can increase the abdominal fat weight, abdominal fat rate, and adipocyte size of both the SLD chicken and normal chicken. The accumulation of fat comes from the increase of adipocyte number and adipocyte size. Our results have shown that the adipocyte size of the SLD chicken was larger than that of normal chicken, but the number of adipocytes was hard to count. Considering that the genes related to adipogenesis were highly expressed in the SLD chicken, we believe that both the size and number of adipocytes in the SLD chicken were larger than those in normal chicken. Besides, HFD can increase the abdominal fat weight and adipocyte size of both the SLD chicken and normal chicken. However, as shown in Figure 1B, the increase scale in normal chicken (about four times) was larger than that in the SLD chicken (about 1.7 times). A similar phenomenon was also observed in *GHR*^–/–^ mice. Under the HFD, the fat weight of wild-type (WT) mice was increased by 3.1 times, whereas the fat weight of *GHR*^–/–^ mice was only raised by 1.9 times (Berryman et al., 2006). Therefore, *GHR* mutation or knockout not only increased fat deposition but also limited excessive fat deposition caused by HFD.

Many genes have been found to be involved in the regulation of lipid metabolism and fat deposition, such as *ACSL5* (Oikawa et al., 1998), *CPT1A* (Schlaepfer and Joshi, 2020), *CYP7A1* (Chen et al., 2012; Hori et al., 2020), *CYP8B1* (Kwong et al., 2015; Hori et al., 2020), *PLIN1* (Sun et al., 2020), *PCK1* (Xu et al., 2020), *CIDEC* (Zhou et al., 2012), and *FASN* (Wallace and Metallo, 2020), which play key roles in fatty acid metabolism in the liver. On the other hand, many genes are essential for lipid biosynthesis in the abdominal fat, such as *PPARG* (Lehrke and Lazar, 2005; Semple, 2006), *LPIN1* (Csaki et al., 2014; Chen et al., 2015), *DGAT2* (Bhatt-Wessel et al., 2018), *MTTP* (Jamil et al., 1995; Iqbal et al., 2020), *ApoA4* (Wang et al., 2019), *FASN* (Wallace and Metallo, 2020), *SCD* (ALJohani et al., 2017; Liu et al., 2020), and *ApoB* (Sirwi and Hussain, 2018). However, it is still unclear which lipid metabolism-related gene would be directly affected by the *GHR* gene mutation and then cause abdominal fat deposition in the SLD chickens. In this study, we found that *SOCS2* and *CISH* are two important genes that mediated *GHR* signaling and lipid metabolism-related genes and pathways. The expression of *SOCS2* and *CISH* was downregulated in *GHR*-downstream network analysis, and the function of these two genes was related to *GHR* mutation-induced fat deposition. *SOCS2* and *CISH* are members of SOCS protein and CISHs family, respectively. Most SOCS proteins are regulated by cytokine and form negative regulatory pathways with cytokine signals (Davies et al., 2007). Among *GHR*-downstream networks, *SOCS* negatively regulated *JAK2* and *STAT3*, whereas *CIS* negatively regulated *STAT1* (Krebs and Hilton, 2001). SOCS proteins are involved in a wide range of physiological processes (Yoshimura et al., 2007). It has been shown that *SOCS1* and *SOCS3* are involved in the induction of insulin resistance, and that the ablation of *SOCS3* expression in adipose tissue of female mice improves insulin sensitivity to obesity (Palanivel et al., 2012). In 3T3L1 adipocytes, the *SOCS3* expression is increased by insulin, which can bind to the insulin receptor and inhibit *STAT5b* expression (Emanuelli et al., 2001). Besides, the expression of *SOCS1* or *SOCS3* can depress the activation of glucose uptake in 3T3L1 cells, and both negatively regulate insulin signal pathway (Ueki et al., 2004). However, *SOCS2* plays a different role from other family members. SOCS2 protein can form E3 ubiquitin ligase with Elongin B/C to ubiquitinate SOCS3 (Tannahill et al., 2005). *CISH* is the first uncover gene in the *SOCS* family. The variation in *CISH* results in the change of human sensitivity to infectious disease (Khor et al., 2010). Conditional knockout of *CISH* in beta cells confirms that *CISH* and *SOCS2* negatively regulate the proliferation and function of beta cells (Jiao et al., 2013). *CISH* mRNA expression was increased in differentiated 3T3-L1 cells stimulated by GH, and mice fed an HFD had higher intra-abdominal adipose tissue and a higher expression of *CISH* than control mice (Hayashi et al., 2017). In addition, SOCS/CISH proteins may serve as part of the feedback loop to stimulate lipolysis, *via* inhibiting the JAK/STAT signaling pathway (Moller and Jorgensen, 2009). In this study, the roles of *SOCS2* and *CISH* on lipid metabolism were studied. We found that the mRNA expression of *SOCS2* and *CISH* in primary liver cell and preadipocyte of the SLD chicken was suppressed, and that the overexpression of *SOCS2* and *CISH* can depress the expression of genes relative to fatty acid metabolism, adipocyte differentiation, and lipid droplet accumulation, suggesting their effect on adipogenesis.

The effects of interaction between the *SOCS2* and GH–GHR axes on growth and fat deposition have been reported in several studies. *SOCS2*-deficient mice displayed an increase of organ and bone after birth, though there was no significant change at birth. The body weight of *SOCS2* specific-knockout mice was increased by more than 30%, and exogenous GH supplementation can reduce the overgrowth of *GH* and *SOCS* DKO mice (Greenhalgh et al., 2005). SOCS2 can bind phosphorylated tyrosine of GHR and negatively regulate GH signal (Greenhalgh et al., 2005). The overgrowth of mice with abnormal *SOCS2* expression seems to be caused by the failure of depression mediated by *GHR*, leading to the continued expression of *STAT5* (Turnley, 2005). In the liver of *SOCS2* knockout mice, the expression of *GHR* was increased, and in turn, *SOCS2* regulates the cellular expression of *GHR* by the way of ubiquitylation (Vesterlund et al., 2011). The *SOCS2* knockout mice showed an increase of 77.6% in hepatic triglycerides, whereas the hepatic steatosis caused by HFD was depressed. Under the HFD, *SOCS2* knockout mice showed a significant decrease in triglycerides of the liver (Zadjali et al., 2012). In the same way, the overexpression of *SOCS2* in porcine primary adipocyte can significantly depress the expression of *PPAR*γ, *FAS*, and *ATGL* and suppress *STAT3* and *STAT5*, suggesting that *SOCS2* may be an important regulator of GH signal in porcine adipocyte (Yang et al., 2012). In this study, the overexpression of *SOCS2* can depress the genes related to lipogeneses and fat deposition. In addition, we also found that co-transfection of *SOCS2* and *CISH* can rescue hyperactive lipid metabolism and fat deposition. It was shown that *SOCS2* and *CISH* interact with the leptin receptor. SOCS2 binds to the Y1077 motif of leptin and has a higher affinity to mediate the combination of CISH and STAT5a to this site (Lavens et al., 2006). In the liver of mice, GH activated the expression of *SOCS2* and *CISH*. Co-transfection assay suggested that *CISH* can depress the activation of *STAT5* mediated by GH (Karlsson et al., 1999). CISH regulates GHR internalization through proteasome mechanism and ultimately downregulates GH signal (Landsman and Waxman, 2005). In the SLD chicken, the detailed regulatory mechanism of interaction between *SOCS2* and *CISH* on lipid metabolism and fat deposition still needs to be further explored.

An HFD can effectively increase abdominal fat deposition and body weight. For the two chicken breeds in our study, abdominal fat weight was significantly increased under HFD, whereas body weight was not significantly affected, suggesting that the excessive energy of the HFD was mainly used for fat storage. The HFD can increase the level of free fatty acid, change energy dynamic balance, and affect brain cognition in a short period (Holloway et al., 2011). Long-term high-fat intake promotes fat accumulation more than consumption, which leads to obesity, diabetes, and fatty liver disease (Hariri and Thibault, 2010; Saponaro et al., 2015). The different levels of energy intake can lead to the distinct expression of *GHR* and downstream signaling in subcutaneous adipose tissue. After long-term energy restriction, the expression of *GHR* significantly increased, and *STAT3* expression decreased, whereas a long-term overfeeding led to an opposite expression trend (Glad et al., 2019). In the SLD chicken, this kind of GH-mediated signaling change resulting from alternation of diet energy content may be disrupted. On the other way, GHR-KO mice exhibit an excessive fat deposition, but they have the ability to resist metabolic deterioration inducted by HFD and reduce cancer risk (Dehkhoda et al., 2018). Presently, the mechanism of reduced side effects of feeding an HFD in the *GHR* mutation model remains to be studied.

## Conclusion

To summarize, our results show that the SLD chicken has higher abdominal fat rate and larger adipocyte size than normal chicken, and that an HFD can increase the abdominal fat rate and adipocyte size in chicken. Integrative analysis of the gene expression profiles of livers and abdominal fats between the SLD chicken and normal chicken revealed that many DEGs are associated with cell growth, lipid metabolism, lipid transport, and adipocyte differentiation pathways. Moreover, our results suggest that *SOCS2* and *CISH* are the core regulators for *GHR* mutation-induced fat deposition in the SLD chicken.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Ethics Statement

The animal study was approved by the Institutional Animal Care and Use Committee of the South China Agricultural University.

## Author Contributions

WL, QN, and XZ conceived and designed the study. WL and GC drafted the manuscript. GC, JC, XR, LL, SLu, TC, and LT performed the experiments. WL, GC, JC, JW, XR, ML, SLi, and QL carried out the data analysis. All authors have read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

AACS: acetoacetyl-CoA synthetase
ACC: anterior capsular cataract
ACSL5: acyl-CoA synthetase long-chain family member 5
AKT: serine/threonine kinase
AOX: acyl-coenzyme A oxidase 1, palmitoyl
ApoA4: apolipoprotein A4
ApoB: apolipoprotein B
ATG1: serine/threonine–protein kinase
Bcl-XL: BCL2 like 1
CIS: cytokine inducible SH2 containing protein
c-fos: Fos proto-oncogene, AP-1 transcription factor subunit
CIDEC: cell death inducing DFFA like effector c
c-Myc, v-myc: avian myelocytomatosis viral oncogene homolog
CPT1A: carnitine palmitoyltransferase 1A
CREB: cAMP responsive element binding protein
Cycd: Cyclin D
CYP7A1: cytochrome P450 family 7 subfamily A member 1
CYP8B1: cytochrome P450 family 8 subfamily B member 1
DGAT2: diacylglycerol O-acyltransferase 2
4E-BP: eukaryotic translation initiation factor 4E binding protein
eIf4E: eukaryotic translation initiation factor 4E
ERK1/2: mitogen-activated protein kinase 3/1
ETNPPL: ethanolamine-phosphate phospho-lyase
FAS: Fas cell surface death receptor
FASN: fatty acid synthase
FBP: fructose-1,6-bisphosphatase
FOXO: forkhead box O
G6PC: glucose-6-phosphatase catalytic subunit
GFAP: glial fibrillary acidic protein
GK: glycerol kinase
GRB2: growth factor receptor bound protein 2
Grb10: growth factor receptor bound protein 10
GSK3B: glycogen synthase kinase 3 beta
IGF1: insulin-like growth factor 1
IGF1R: insulin-like growth factor 1 receptor
IGF2: insulin-like growth factor 2
IGF2BP1: insulin-like growth factor 2 mRNA binding protein 1
IKK: I-kappaB kinase
IL21R: interleukin 21 receptor
IRS: isoleucyl-tRNA synthetase 1
JAK2: Janus kinase 2
JNK: mitogen-activated protein kinase 8
JunD: JunD proto-oncogene
AP-1: transcription factor subunit
LBFABP: liver basic fatty acid binding protein
LPIN1: lipin 1
MCL1: BCL2 family apoptosis regulator
MEK1/2: mitogen-activated protein kinase kinase 1/2
MEKK1: mitogen-activated protein kinase kinase kinase 1
MKK4: mitogen-activated protein kinase kinase 4
Msx1: msh homeobox 1
mTOR: mechanistic target of rapamycin
MTTP: microsomal triglyceride transfer protein
NSDHL: NAD(P)-dependent steroid dehydrogenase-like
p21: cyclin dependent kinase inhibitor 1A
p70S6K: ribosomal protein S6 kinase B1
PCK1: phosphoenolpyruvate carboxykinase 1
PDK1: pyruvate dehydrogenase kinase 1
PEPCK: phosphoenolpyruvate carboxykinase 1
PI3K: phosphatidylinositol 3-kinase
PIM1: Pim-1 proto-oncogene, serine/threonine kinase
PKC: protein kinase C
PLIN1: perilipin 1
Plk: polo like kinase
PPARG: peroxisome proliferator-activated receptor gamma
PTEN: phosphatase and tensin homolog
PYK: pyruvate kinase
RAS: resistance to audiogenic seizures
RAF: Raf-1 proto-oncogene, serine/threonine kinase
SCD: stearoyl-CoA desaturase
SHC: SHC adaptor protein
SLN: sarcolipin
SOCS2: suppressor of cytokine signaling 2
SOS: Ras/Rac guanine nucleotide exchange factor 1
SREBP-1c: sterol regulatory element binding protein-1c
STAT1: signal transducer and activator of transcription 1
STAT3: signal transducer and activator of transcription 3
STAT5: signal transducer and activator of transcription 5.

# Supplementary material for: Integrative Analyses of mRNA Expression Profile Reveal SOCS2 and CISH Play Important Roles in GHR Mutation-Induced Excessive Abdominal Fat Deposition in the Sex-Linked Dwarf Chicken
**Source:** Front Genet. 2021 Jan 14;11:610605. doi: 10.3389/fgene.2020.610605
**Supplement:** Supplementary File 10 — The distribution of DEGs among the four treatment groups.

**For cloning the following primers were used for PCR:**

*SOCS2* CDS (reference sequence:) cloning for pcDNA3.1 overexpression vector:

s: 5’- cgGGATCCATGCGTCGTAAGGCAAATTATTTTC

as: 5’- cgGAATTCAACCTTTCCCCCAGAACTGC

CISH CDS (reference sequence:) cloning for pcDNA3.1 overexpression vector:

s: 5’- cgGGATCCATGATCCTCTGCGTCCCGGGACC

as: 5’- cgGAATTCAAGGACACGCCAAGTTCTCT

**For quantitative real time RT-PCR, the following primers were used:**

NSDHL-qPCR (reference sequence: XM_420279.5):

s: 5’- GGTGGCTCCGGATTCTTAGG

as: 5’- AGCTGGGAGTAAGGCCTCTT

AACS-qPCR (reference sequence: NM_001006184.1):

s: 5’- ATGGTTCATTCAGCAGGGGG

as: 5’- CCAGCCAGTCGTTGTGTAGT

ETNPPL-qPCR (reference sequence: XM_015276580.2):

s: 5’- GGAGGAGCGCTACAGCAAGG

as: 5’- AACTTTGCAGGAAGGCCCGAT

DGAT2-qPCR (reference sequence: XM_419374.6):

s: 5’- CACGGGAGTCAGCCAGAAAT

as: 5’- TCACGGGACATATACCCCCA

IL21R-qPCR (reference sequence: NM_001030640.1):

s: 5’- TGCGGTCCCAGTAACCATTT

as: 5’- CTGACTGGATGTCCTTGCCC

SLN-qPCR (reference sequence: NM_001302187.1):

s: 5’- GTATCTGCAGTGCCCCAGAG

as: 5’- GGTCACAGGCTCTTATGAAGGT

LBFABP-qPCR (reference sequence: NM_204634.1):

s: 5’- TCTGAAAGCTCTTGCACTGCC

as: 5’- ACAGTCTGCCTGGGTGTTTT

Msx1-qPCR (reference sequence: NM_205488.2):

s: 5’- AAGCAGTACCTGTCCATCGC

as: 5’- AGATCTTCACCTGCGTCTCG

SOCS2-qPCR (reference sequence: NM_204540.1):

s: 5’- GTACCAGGACGGCAAGTTCA

as: 5’- GCTGTTGAACTGCTTGAGCC

CISH-qPCR (reference sequence: NM_204626.1):

s: 5’- GCTGGCAGAGGAGAAGATCC

as: 5’- AGTACCAGCCGGACTCCC

LPIN1-qPCR (reference sequence: XM_015276089.2):

s: 5’- CCTGTGCAAAGAATGGGGGA

as: 5’- CTTGCCCTGCTAACTGTCCA

MTTP-qPCR (reference sequence: NM_001109784.2):

s: 5’- TTCTGAAGGACATGCGTGCT

as: 5’- GTCTAGGCCGTACGTGGATG

APOA4-qPCR (reference sequence: NM_204938.2):

s: 5’- GCACTCAGGATGTCGCCTAA

as: 5’- CGGTGAAGTACCTCCAGAGC

SCD-qPCR (reference sequence: NM_204890.1):

s: 5’- ACCTTAGGGCTCAATGCCAC

as: 5’- TCCCGTGGGTTGATGTTCTG

APOB-qPCR (reference sequence: NM_001044633.1):

s: 5’- GGTTACTCCCACGATGGCAA

as: 5’- AATGCCCTTCCTTCAGGAGC

ACSL5-qPCR (reference sequence: NM_001031237.1):

s: 5’- CCCTAAAGGTGCCATGCTGA

as: 5’- CTCCGCAGCTGTACATCACA

CPT1A-qPCR (reference sequence: NM_001012898.1):

s: 5’- ACAGCGAATGAAAGCAGGGT

as: 5’- GCCATGGCTAAGGTTTTCGT

CYP7A1-qPCR (reference sequence: NM_001001753.1):

s: 5’- GTAACGCCCTAGATGCCCTC

as: 5’- GCTCTCTCTGTTTCCCGCTT

CYP8B1-qPCR (reference sequence: NM_001005571.1):

s: 5’- CATCATTCCCTGGCTGGGTT

as: 5’- TAGCCAAAAACCCGGAGGAC

FASN-qPCR (reference sequence: NM_205155.3):

s: 5’- GCTAAGATGGCATTGCACGG

as: 5’- TGCCAGAGCCTCCACTATCT

IGF2BP1-qPCR (reference sequence: NM_205071.1):

s: 5’- AAGGCACAAGGCAGGATT

as: 5’- GCAGCTCATTGACGGTTTT

PPARγ-qPCR (reference sequence: NM_001001460.1):

s: 5’- TACATAAAGTCCTTCCCGCTGACC

as: 5’- TCCAGTGCGTTGAACTTCACAGC

PCK1-qPCR (reference sequence: NM_205471.1):

s: 5’- CCAGATAATGGGGAGCCGTG

as: 5’- CAGGTCTGCGACCTCCAAAT

CIDEC-qPCR (reference sequence: NM_001277678.1):

s: 5’- GGTGTAGGCTCAGTTCCGT

as: 5’- TATTTGGAGACAGGCGCAGC

PLIN1-qPCR (reference sequence: NM_001127439.1):

s: 5’- ATGGAAGGGCCAAGGAGAAC

as: 5’- CCCGACATGCCAAAGTGTTG

GAPDH-qPCR (reference sequence: NM_204305.1):

s: 5’- AGAACATCATCCCAGCGT

as: 5’- AGCCTTCACTACCCTCTTG

β-actin-qPCR (reference sequence: NM_205518.1):

s: 5’- TTGTTGACAATGGCTCCGGT

as: 5’- AACCATCACACCCTGATGTCT

How the deposited data were processed for this re-analysis (not part of the article)

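RNA-seq of the liver and abdominal fat of normal chickens was analysed, with 3 birds on the HFD (HN) and 3 on the normal diet (NN) in each tissue, 12 libraries in all. Condition, tissue and replicate number were taken from the sample labels and the group names of the paper. Libraries of SLD chickens (HD and ND) were not analysed here, and where their values are printed they are the pooled counts of the paper's supplementary tables.

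For each library the authors deposited FPKM per gene, with the NCBI gene identifier, the symbol and RefSeq transcript accessions, for 18332 genes, of which 298 were at 0 in all libraries. The paper states the BGISEQ-500 platform, and its tables name DEGseq on counts pooled per group. The text of the paper does not name the aligner, the counting tool or the genome build, so no coordinates are given. The authors' FPKM already includes division by transcript length and library size. A symbol was shared by more than 1 gene in 60 cases. Each gene named in the text matched 1 gene identifier. Where a symbol of a list matched several genes, the one with the highest mean FPKM was used. Of the 879 symbols listed as specific to HN-vs-NN in liver, 878 were found, and all symbols of the other lists were found.

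Depth was estimated from the paper's tables, which give lengths and pooled counts for 2847 genes. FPKM was converted to reads with an effective length of the transcript length minus a fragment length of 50 plus 1, and the library totals were fitted to genes with a pooled count of at least 100 and an effective length of at least 300. The totals were 17.4 to 18.4 M reads per library. At this depth, a gene near the smallest tested mean of 1 FPKM rests on few reads, and reads are counted with error in addition to the spread between birds, so single genes at low FPKM are uncertain.

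The test design had been written for counts. Because the deposited values are FPKM, which is a listed case of the alternatives, limma 3.58.1 in R 4.3.3 was used in its place, with log2(FPKM + 1), a filter at a mean of 1 FPKM over the 6 libraries of a tissue, lmFit, eBayes with trend, and Benjamini-Hochberg adjustment over the tested genes. HN and NN were fitted separately in each tissue without a replicate block. The diet by tissue interaction used all 12 libraries. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps. Gene sets (97 cell cycle genes, 20 enzymes of cholesterol biosynthesis and 41 collagen genes chosen by symbol) were tested with camera at a preset inter-gene correlation of 0.01. Set members among the paper's lists were tested with Fisher's exact test against the tested genes. Single genes were also compared by an exact two-sided permutation test of 3 birds against 3. Gene sets were also given an exact permutation p-value, the share of the 10 splits of the 6 birds with a camera p-value as small, which was added after seeing the data although the splits were planned. The scripts for these tests were tested on simulated data with 200 changed genes.

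Genes are named by a rule set before the data were examined: the genes of Figures 4K,L, SOCS2, CISH and GHR (GHR was not analysed here), 15 lipid genes that the paper names, genes of the GHR network only at an adjusted p-value under 0.05, and per tissue up to 5 rising and 5 falling genes with an adjusted p-value under 0.05, complete separation of the birds and a symbol other than a locus number. Under this rule, 0 genes were added by their test result in either tissue.

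The replicate numbers 1 to 3 come from the sample labels, which number the birds of each diet and tissue. The paper does not describe a pairing of HN with NN birds, so the replicate block was an alternative only. Other alternatives were log2(FPKM + 0.1), no filter on low values, all 12 libraries in one fit, each bird left out in turn, other thresholds, camera with the inter-gene correlation estimated from the data, the fry rotation test and the percentile among 10000 random lists matched on mean expression. Quantile normalization, median-ratio scaling, array weights and, for the interaction, the pairing of liver and fat within a bird were added after seeing the data. The count-based alternatives were not run. The pooled test that the paper's tables name (DEGseq, MARS formula) was computed only for genes with a known length, after its formula had been checked against the p-values of the tables.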

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

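The tests of other splits of the birds were chosen before the results were seen, and the values of quantile normalization, median-ratio scaling, array weights, the pairing of liver with fat and the exact permutation p-values of the sets were added only afterwards.

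The response of cholesterol biosynthesis genes to the HFD differed between the tissues, which is a difference between groups under the same contrast. The median of the diet effect in fat minus that in liver was -0.76 on the log2 scale, with 16 of 18 genes higher in HN livers, 15 of 18 higher in HN fats and 2 of 18 with a larger effect in fat (camera with the preset inter-gene correlation, p = 3.3e-13, exact permutation over the 10 splits p = 0.1). Among the 4 splits of the birds that part all 3 same-numbered pairs, as the diets do, 1 gave a p-value as small for the set, which is the split by diet itself. The other 6 splits part 1 pair, and over all 10 splits the smallest p-value apart from that by diet was 2.6e-05. A design of 3 birds against 3 cannot bring the share of splits below 0.1, so grouping by accident cannot be told apart from the diet. The median moved to -0.91 with log2(FPKM + 0.1), so that the added 1 FPKM, which would compress genes of low FPKM in fat, did not account for it. It stayed between -0.93 and -0.54 with each bird left out in turn from both tissues. A response of hepatic sterol synthesis to the diet that is stronger than that in fat may be a biological reading, as a hypothesis only.

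Collagen genes differed in the opposite direction, with a median of 0.41 for fat minus liver and 21 of 25 genes above 0 (camera, p = 4.0e-06, exact permutation p = 0.1). Of the 4 comparable splits, 1 gave a p-value as small, again the split by diet. The median stayed between 0.35 and 0.61 in the fits that each left out 1 replicate, and at 0.48 with log2(FPKM + 0.1). Sampling of more or less connective tissue with the fat was not tested, so the pattern may be technical as well as biological, and it cannot be told apart from accidental grouping.

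For the cell cycle genes the difference was 0.11, with 45 of 67 genes above 0 (camera, p = 0.0370, exact permutation p = 0.7). Of the 4 comparable splits, 3 gave a p-value as small. The split that exchanges HN replicate 3 with NN replicate 2, and so parts 1 pair, reached 1.8e-19. The preset correlation therefore understates how these genes vary together. Without HN replicate 1 the difference turned to -0.034, and with log2(FPKM + 0.1) its p-value rose to 0.0645. The difference may therefore come from single birds.

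For HN-vs-NN fats the paper names lipid metabolism among the functions of the common DEGs, and names cholesterol biosynthesis as a term in liver (Figure 4D). In fat, the median log2 fold change of the cholesterol biosynthesis genes was 0.31, with 15 of 18 genes higher in HN chickens (camera, p = 3.2e-08, and 4.8e-08 after adjustment over 6 set tests, exact permutation p = 0.1), and their median deviation was above that of every NN fat in each of the 3 HN fats. Of the 4 comparable splits, 1 gave a p-value as small, the split by diet. With the inter-gene correlation estimated from the birds (0.34) the p-value was 0.0821, and by the fry rotation test 0.0938, so that the set did not pass either test. The estimated reads per library differed little between the groups in fat (medians of 18.2 and 18.2 M), and library size was not tested further for this set.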

How the results depend on the processing

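Array weights, quantile normalization, median-ratio scaling and the pairing of liver with fat were chosen after seeing the data, and all other alternatives before.

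Across the alternatives, the counts of genes with an adjusted p-value under 0.05 stayed at 0 in liver and 1 in fat except in the fit of all 12 libraries, which gave 33 in liver and 0 in fat, and 24 and 0 among the genes of the paper's lists. At the thresholds of the paper's tables the counts were 0 in either tissue apart from 1 in fat with log2(FPKM + 0.1) and 1 with array weights. The Methods of the paper state a log2 fold change of 0.5 with a P of 0.001. With 0.5 the counts were 0 in either tissue at an adjusted p-value of 0.001. At an unadjusted p-value of 0.001 they were 30 in liver and 3 in fat. The number of genes with an unadjusted p-value under 0.05 was 1349 in liver and 580 in fat, and ran from 563 to 1696 and from 270 to 1508 across the 6 fits that each left out 1 replicate. Of the listed genes, 221 in liver and 143 in fat had an unadjusted p-value under 0.05. Without a filter on low values there were 406 and 237, and in fat from 79 to 198 with 1 replicate left out. The cause was not tested.

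The diet by tissue interaction gave 0 genes, 3 with the replicate block, 4 with liver and fat paired within a bird, and 0 to 1 with 1 replicate left out. Its number at an unadjusted p-value under 0.05 was 570, and 273 to 859 with 1 replicate left out. The replicate block left the other counts of genes with an adjusted p-value under 0.05 unchanged (0 in liver and 1 in fat, beside correlations of 0.15 and 0.16 between same-numbered birds).

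The cholesterol set in liver and the collagen set in fat stayed under a p-value of 0.05 by camera or fry in every fit, beside an exact permutation p-value of 0.1 for both, with medians from 1.1 to 1.48 and from 0.36 to 0.65 when 1 replicate was left out. The cell cycle set in liver (median 0.020, camera p = 0.0894, exact permutation p = 0.7) passed camera with a median of 0.020 in the replicate block (p = 0.0480), 0.052 without a filter on low values and 0.13 under quantile normalization, and stood at percentile 99.3 among random lists. With 1 replicate left out it ran from -0.12 to 0.15, reversing without HN replicate 3, and passed in 3 of 6 fits (p-values from 0.00931 to 0.641). Collagen in liver (median 0.13) stood at percentile 98.4, passed at 0.18 with array weights, reversed to -0.0071 without a filter, and ran from 0.036 to 0.26 with 1 replicate left out, passing in 2 of 6 fits (p-values from 0.000346 to 0.508, exact permutation p-value with all birds 0.6). In fat, the cell cycle set (median 0.19) and the cholesterol set (median 0.31) no longer passed under camera with the estimated inter-gene correlation or the fry rotation test, where the medians of 0.19 and 0.31 do not change. The cell cycle interaction (median 0.11) lost its p-value under 0.05 at 0.14 with log2(FPKM + 0.1), at 0.11 with the replicate block and at 0.11 with liver and fat paired, and with 1 replicate left out ran from -0.034 to 0.35 and kept it in 2 of 6 fits (p-values from 2.4e-11 to 0.666, exact permutation p-value with all birds 0.7). The cause was not tested.

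For single genes, 480 of 502 values under an alternative kept their direction and their side of the adjusted threshold. This count was partly fixed in advance. The replicate block, the fit without a filter and the fit of all 12 libraries leave the fold change as it is. None of the named genes passed the adjusted threshold in the main fit. CPT1A in liver passed only in the fit of all 12 libraries. Directions changed with 1 replicate left out for CISH in fat (-0.044 to 0.71), ACSL5 in liver (-0.46 to 0.091) and fat (-0.24 to 0.010), PLIN1 in fat (-0.21 to 0.030), FASN in fat (-0.079 to 0.35), PPARG in fat (-0.31 to 0.0071), LPIN1 in liver (-0.49 to 1.55) and fat (-0.73 to 0.35), DGAT2 in liver (-0.26 to 0.27) and MTTP in liver (-0.38 to 0.13), and, as differences in mean FPKM, for IGF2BP1 in liver (-0.84 to 0.030), CYP7A1 in fat (-0.045 to 0.027) and MTTP in fat (-0.042 to 0.0033). DGAT2 in liver also changed from -0.0019 to 0.0042 with log2(FPKM + 0.1), to 0.12 under quantile normalization and to 0.060 under median-ratio scaling. The cause was not tested.

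Not run, because the files hold FPKM, were the count-model alternatives (relative log expression, trimmed mean and total-count scaling, a second count tool and a minimum of 10 counts) and the pooled test over all genes, for which lengths of 2847 genes are known. In simulated data with 3 birds per group, genes of higher mean expression were changed by 1 on the log2 scale. Of these, 36.5% were called in liver and 78.5% in fat, so that many changes of that size in liver would be missed.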

Differences from the paper's values

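All alternatives mentioned here were set before the data were examined.

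For HN-vs-NN livers the paper's lists give 1071 DEGs (common and specific together), while 0 genes passed an adjusted p-value of 0.001 and an absolute log2 fold change of 1 with limma across birds. For HN-vs-NN fats the paper's lists give 763 DEGs and limma gave 0. Among the alternatives of the test across birds that were set before the data were examined, none closed these gaps. Their largest counts were 30 in liver and 3 in fat, with the threshold of 0.5 in the paper's Methods and an unadjusted p-value of 0.001. The pooled test was computed only for the 2847 genes with a known length. There it called 430 of 454 listed genes in liver and 421 of 437 in fat.

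IGF2BP1 was at about 62 in NN livers and about 3 in HN livers in Figure 4K, read by eye, against a mean of 0.58 and 0.03 FPKM. In Figure 4L, IL21R was at about 70 in HN fats and about 30 in NN fats, read by eye, against 0.53 and 0.23 FPKM, and IGF2BP1 was at about 15 in NN fats, read by eye, against 0.14 FPKM. Leaving out any 1 replicate did not close these gaps. The means of the other genes of Figures 4K,L lay within 1.5 times the bars or within the spread of the birds.

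For the SLD chickens, the paper states that more genes were upregulated than downregulated in ND than in NN livers. In the paper's table of this comparison, 603 of the 940 genes shown have a higher value in NN and 337 a higher value in ND, where the mean of the NN birds in the files gives the same direction for SOCS2 and CISH (log2 ratios of SLD over normal of -3.09 and -4.73). In fat the paper states fewer upregulated than downregulated genes in ND than in NN chickens, and its table shows 673 genes with a higher value in ND and 290 with a higher value in NN. For HD against HN livers the paper states more upregulated than downregulated genes, and its table shows 539 genes with a higher value in HN and 371 with a higher value in HD.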

Other observations

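The pooled test, the single-bird comparisons, the liver markers of ND fat and the splits of the birds were chosen before their results were seen, and the tests of the figure bars, of HN replicate 2, of LBFABP, of the liver and fat pairing, of replicate 3 in fat and of HN and NN pairs apart only after the patterns were seen.

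The paper lists far more HN-vs-NN genes than the test across birds calls. A test on reads pooled over the 3 birds of each diet, by the MARS formula that DEGseq uses, was computed for genes with a known length. It called 430 of 454 listed genes in liver (94.7%) and 8 of 2393 others, and 421 of 437 in fat (96.3%) and 6 of 2410 others, so pooling of replicates is a candidate explanation of the difference. The same test between 2 single birds on the same diet called a median of 551.5 genes in liver (387 to 814 over 6 pairs) against 598 between birds on different diets (465 to 938 over 9 pairs). In fat the medians were 476.5 (394 to 707) and 537 (72 to 867). By these medians pairs on the same diet called fewer genes, but this came from the NN birds. Pairs of HN birds called a median of 723 genes in liver and 614 in fat, more than pairs on different diets, and pairs of NN birds 395 and 413. This division of the pairs by diet was made after the medians were seen. The test set beforehand asked whether pairs on the same diet call as many genes as pairs on different diets, which by the medians they did not quite. Their medians over all 6 pairs were above the number that the pooled test called between the diets. That comparison sets single birds against pools of 3 birds, and a pool varies less than a single bird. It therefore cannot show how many of the calls come from differences between single birds.

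Other splits of the 6 birds were set beside the counts. Among the 4 splits that part all 3 same-numbered pairs, 4 gave as many genes as the diets at the paper's thresholds in liver and 4 in fat (0 genes each), 4 in liver (0 genes) and 1 in fat (1 gene) at an adjusted p-value under 0.05, and 4 and 1 among the listed genes. For genes with an unadjusted p-value under 0.05, 1 of the 4 splits in liver (1349 genes by diet) and 2 in fat (580 by diet) reached as many. The other 6 splits part 1 pair each, and among them one gave 79 genes with an adjusted p-value under 0.05 in liver and one gave 16 in fat. For the camera p-values, the number of the 4 splits as small as the split by diet was 2 for the cell cycle set in liver, 1 for cholesterol biosynthesis in liver, 3 for collagen in liver, 1 for the cell cycle in fat, 1 for cholesterol biosynthesis in fat and 1 for collagen in fat. In fat, a split parting 1 pair gave a smaller p-value for the cell cycle set (3.6e-14). For the diet by tissue interaction, 4 of the 4 splits gave as many genes with an adjusted p-value under 0.05, which any split meets as the count by diet was 0. At an unadjusted p-value under 0.05, among these 4 splits only that by diet reached its 570 genes, the other 3 giving 499, 178 and 95. Of the 6 splits that part 1 pair, one gave 690 such genes, more than the split by diet. Another gave 15 genes with an adjusted p-value under 0.05, against 0 by diet.

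HN replicate 2 stood apart in both tissues, carrying 68.4% of the first principal component in liver and 73.5% in fat. Of the 50 genes most raised in HN replicate 2 in liver, 41 were also highest in HN replicate 2 among the fats, and of the 50 most raised in fat, 42 were highest in HN replicate 2 among the livers, where 8.33 would be highest by accident. This is not what a fault in one library would give. Its estimated depth of 17.5 M reads in liver and 18.2 M in fat was within the range of the other libraries, so library size is unlikely as a cause. A stress response of this bird was examined through 59 heat shock protein and DNAJ genes. Their median excess in HN replicate 2 was -0.019 in liver and -0.023 in fat, at percentiles 95.1 and 93.3 among 10000 random lists. Of the 59 genes, 13 in liver and 9 in fat were raised by more than 1 on the log2 scale. Over all genes, 530 of 11278 in liver and 359 of 12394 in fat were raised as much. A response limited to part of the family may explain this, but the family was chosen after its members had been seen, so the test cannot decide.

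Liver and fat libraries of the same diet and number deviated together. Over 363 variable genes, the labelled pairing had a mean correlation across genes of 0.55, the highest of the 36 pairings within diets (exact one-sided share 0.0278, the smallest that 36 pairings can give). Liver and fat of one number may therefore come from the same bird, which the paper does not state. For number 3 the most raised genes gave a mixed result. Of the 50 genes most raised in HN liver replicate 3, 1 was highest in HN fat replicate 3, where 8.33 would be by accident. From HN fat replicate 3 to liver it was 18 of 50. For NN replicate 3 it was 11 from liver to fat and 8 from fat to liver.

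HN replicate 3 and NN replicate 3 were the most similar pair of fat libraries (correlation across genes of 0.99). The median chi-square per gene between their estimated reads was 3.31, against 0.455 under sampling noise alone, so the same reads used for both birds are unlikely. One RNA sample sequenced 2 times would not give 0 FPKM in HN and 24.78 FPKM in NN fat replicate 3 for the uncharacterised locus, and the single-bird test called 72 genes between these libraries. A mislabelled sample was tested through liver. HN fat replicate 3 correlated at 0.47 with NN liver replicate 3 and at 0.11 with HN liver replicate 3, over deviations of 521 genes from the mean of the 6 libraries, as a mislabelled sample would, and NN fat replicate 3 correlated at 0.47 with NN liver replicate 3 as well. The uncharacterised locus at 15.31 to 24.78 FPKM in NN fats was at 0 in HN fat replicate 3 but also at 0 in NN liver replicate 3. As it was singled out because it separates the diets in fat, its value cannot decide whether a label is wrong. In the pairing within diets, over 363 genes in place of 521, HN fat replicate 3 correlated most with HN liver replicate 3 (0.36). As that comparison leaves out the NN livers, it cannot decide whether the label is wrong. A batch shared by birds of the same number could also explain the similarity, and no biological explanation was tested. The pattern cannot be told apart from these explanations, and the labels were kept. Without HN replicate 3, 1508 genes had an unadjusted p-value under 0.05 in fat, and the split that exchanges HN and NN replicate 3 gave 1059, against 580 by diet.

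Some bars of Figures 4K,L lay far above FPKM. Estimated reads pooled over the 3 birds were 60.2 for IGF2BP1 in NN livers, 69.6 for IL21R in HN fats, 29.8 for IL21R in NN fats and 14.8 for IGF2BP1 in NN fats, each within 20% of its bar, so a bar drawn from pooled reads is a candidate explanation for these genes. The paper's own table gives a pooled count of 70 for IL21R and 0 for IGF2BP1 in HN fats.

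In the paper's table for ND against NN fats, all 12 liver-marker genes were higher in ND. Converted to FPKM, the ND fat value was between 0.954% and 14.9% of the NN liver mean, a ratio of 15.6 between the highest and lowest marker, which is wider than liver RNA in the ND fats would give by the range set for this test. Without the highest marker, which also had the highest level in NN fat (2.39% of liver), the other 11 lay between 0.954% and 2.36%. That marker was left out after the values were seen. The ratio takes no account of the level of a marker in fat itself. Liver RNA may thus explain part of the rise of the markers, but a share like that of the other 11 would be a small part of the rise of the highest one. Of the 673 genes higher in ND fats in the table, 184 had at least 10 FPKM in NN livers and at least 10 times more than in NN fats, with a median of 2.05% of liver in ND fats (quartiles 1.40% and 3.86%), and so had 2 of the 290 genes higher in NN. As this selection uses the NN fat value, the contrast between 184 and 2 is partly fixed in advance. LBFABP, one of the genes of Figure 4L, was at 4.86% of the NN liver mean in ND fats and at 0.185% in NN fats.

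LBFABP was 4.12 times higher in NN fat replicate 2 than in the mean of the other NN fats. The 12 liver markers were raised there by a median of 2.22 times, with 11 of 12 above 1, so liver RNA in this library is a candidate explanation of part of the difference.

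For the SLD comparisons only the normal chickens have single values here. The paper's pooled SLD value lay outside the range of the 3 normal birds, on the stated side, for 872 of 940 genes shown for ND against NN livers (92.8%), 792 of 910 for HD against HN livers (87.0%), 888 of 963 for ND against NN fats (92.2%) and 851 of 1012 for HD against HN fats (84.1%). It was at least 2 times away from the nearest normal bird for 532 (56.6%), 369 (40.5%), 578 (60.0%) and 383 (37.8%) of them. The paper chose these genes for a difference between the SLD chickens and these same normal birds. High shares on the stated side are therefore partly fixed in advance, and no share of genes outside this choice is given for comparison.

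Among lipid genes that the paper names, SCD was higher in all 3 HN birds in both tissues, with 490 ± 487 FPKM against 37.6 ± 28.0 FPKM in liver (log2 fold change 3.62, standard error 0.89, adjusted p = 0.392 from limma) and 73.8 ± 36.3 FPKM against 14.2 ± 13.3 FPKM in fat (2.51, standard error 0.64, adjusted p = 0.799; SD, n = 3 each). In liver, CIDEC was higher in all 3 HN birds (log2 fold change 1.00, adjusted p = 0.392), and CPT1A (-0.79, adjusted p = 0.349) and APOB (-0.73, adjusted p = 0.398) were lower in all 3. For LPIN1 in liver, HN replicate 2 was at 43.11 FPKM and the other 5 livers between 1.60 and 4.54 FPKM, and for PPARG it was at 6.08 FPKM and the others between 0.68 and 1.25 FPKM. The ranges of HN and NN birds overlapped for CYP8B1, PLIN1, PCK1, ACSL5, MTTP, DGAT2, LPIN1, PPARG and APOA4 in liver.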
